# Characterization and targeting of malignant stem cells in patients with advanced myelodysplastic syndromes

**DOI:** 10.1038/s41467-018-05984-x

**Published:** 2018-09-12

**Authors:** Brett M. Stevens, Nabilah Khan, Angelo D’Alessandro, Travis Nemkov, Amanda Winters, Courtney L. Jones, Wei Zhang, Daniel A. Pollyea, Craig T. Jordan

## Abstract

Myelodysplastic syndrome (MDS) is a chronic hematologic disorder that frequently evolves to more aggressive stages and in some cases leads to acute myeloid leukemia (AML). MDS arises from mutations in hematopoietic stem cells (HSCs). Thus, to define optimal therapies, it is essential to understand molecular events driving HSC pathogenesis. In this study, we report that during evolution of MDS, malignant HSCs activate distinct cellular programs that render such cells susceptible to therapeutic intervention. Specifically, metabolic analyses of the MDS stem cell compartment show a profound activation of protein synthesis machinery and increased oxidative phosphorylation. Pharmacological targeting of protein synthesis and oxidative phosphorylation demonstrated potent and selective eradication of MDS stem cells in primary human patient specimens. Taken together, our findings indicate that MDS stem cells are reliant on specific metabolic events and that such properties can be targeted prior to the onset of clinically significant AML, during antecedent MDS.

## Abstract (web summary)

Myelodysplastic syndrome (MDS) arises from mutations in hematopoietic stem cells (HSCs). Here, the authors demonstrate that HSCs in higher-risk MDS express the surface marker CD123 and are characterized by activation of protein synthesis machinery and increased oxidative phosphorylation.

## Introduction

Myelodysplastic syndrome (MDS) is a malignant clonal hematopoietic disorder that leads to bone marrow failure in adults and can evolve to acute myeloid leukemia (AML). MDS is stratified into risk categories, defined by an IPSS (international prognostic scoring system) score, with low-risk associated with milder cytopenias, reduced progression to AML and longer survival, and high-risk associated with more severe cytopenias, greater progression to AML and shorter survival^1^. Patients with MDS who progress to AML have worse outcomes, with greater resistance to chemotherapy and higher treatment-related mortality rates^2,3^. Few advances have been made to change these poor outcomes, creating an immediate need for a deeper understanding of MDS and an urgency for novel therapies that can halt progression to AML. Central to developing improved therapies is a closer examination of the cells involved in the initiation/pathogenesis of MDS.

To better understand the pathogenesis of MDS, we drew upon the extensive literature available for AML. Multiple reports have shown a functionally defined subset of AML stem cells is able to recapitulate a human disease phenotype using in vitro and xenograft model systems^4–6^. We and others have extensively examined and further defined this subset on the basis of cell surface phenotype, gene expression, intracellular signaling, and metabolism^7–11^. AML stem cells have also been shown to be largely resistant to chemotherapy^12,13^. While MDS has long been hypothesized to be a stem cell disease, key events that define the pathogenesis of MDS stem cells are as yet unclear. Recently, one group has shown the existence of driver mutations in a subset of the hematopoietic stem cell (HSC) compartment defined by specific cell surface antigens^14^. These data suggest that key mutations occur at the HSC stage, thereby leading to the evolution of malignant stem cells and frank disease. Surface antigens have been used historically to define leukemic stem cells; our group and others have demonstrated that CD123 (IL3-R alpha chain) is a marker of AML stem cells that can be used to both delineate and target these cells^10,15,16^. Expression of CD123 in the CD34+/CD38− population of primary MDS cells has been reported^17^, and a subsequent study noted progressive increases of CD123 expression during MDS pathogenesis^18^. However, as yet, no molecular or functional analysis has been reported.

The findings in the present study indicate that upregulation of CD123 within the MDS stem cell compartment denotes a dramatic change in cellular physiology. The most significant change we observe is upregulation of protein synthesis machinery. Importantly, the correct homeostatic balance of protein synthesis in normal HSCs has been shown to play an integral role in self-renewal and survival^19^. Protein synthesis has also been shown to play a role in leukemogenesis. In the presence of Pten deletion, protein synthesis increased and subsequent aberrant leukemogenesis occurred^19^. Hence, altered intrinsic rates of protein synthesis suggest a profound change in the overall mechanisms regulating self-renewal of HSCs. Our data indicate that elevated protein synthesis represents a potentially attractive opportunity for therapeutic intervention and may be a means to selectively target MDS stem cells, while sparing normal stem cells. Further, our data suggest that CD123+MDS stem cells exhibit significant changes in cellular energy metabolism. We have previously shown in AML stem cells that energy metabolism, specifically oxidative phosphorylation, is directly linked to stem cell self-renewal and survival^7^. We and others have previously reported several strategies related to mitochondrial physiology and energy production that may be appropriate for targeting malignant stem cells in MDS^7,20,21^. These differences can be further exploited for a therapeutic benefit and as we show in the present study, the combination of targeting protein synthesis and energy metabolism has proven effective at eliminating MDS stem cells in in vitro culture and in a patient tissue derived MDS xenograft model. We propose that this type of approach can be readily translated to human therapeutic regimens, with the potential to eradicate MDS stem cells in patients with advanced stages of MDS.

## Results

### Phenotype of emergent malignant stem cells

To better understand the immunophenotype of MDS stem cells, we employed a high-dimensional analysis of cell surface antigens utilizing mass cytometry and flow cytometry. The unbiased analysis and clustering of mass cytometry data confirmed previous reports^17,18^ of a CD123 positive population in the primitive compartment of high-risk MDS patient bone marrow specimens. An example of this analysis (Fig. 1a, b and supplementary figure 1-2) shows a high-dimensional representation of CD34 expression within a typical MDS specimen. The data, which represent use of 14 different cell surface markers to identify various phenotypes (clustering markers noted in supplementary table 4), illustrate the numerous and very heterogeneous subpopulations in which CD34 is expressed (expression level indicated by color bar). The red boxed area in Fig. 1a indicates the CD34+/Lin− phenotype, which typically contains the stem cell population. Figure 1b shows that CD123 is expressed within the stem cell compartment, but levels vary substantially, indicating that stem cells can be further subdivided into multiple phenotypically distinct subpopulations as shown by the presence of several unique nodes. We also see overlap in the CD123+ population in the primitive compartment with traditional HSC markers such as CD90 (supplementary fig. 2a). The SPADE analysis (colored for CD123 expression) shows that nodes labeled 123+ fit into a traditional HSC definition of Lin−/CD34+/CD38−/CD90+. While there are other nodes exhibiting CD123 positivity, these can be defined as more CMP or GMP like cells and are labeled as such in the plot. Further analysis of MDS patient specimens using conventional flow cytometry corroborated the presence of a CD123+ subpopulation within the primitive compartment (Lin−/CD34+/CD38−) of high-risk specimens, but not in low risk MDS patients (Fig. 1c–e and supplementary fig. 1) with significant differences found in the mean fluorescent intensity between low-risk and high-risk patients (Fig. 1e)^18,22^. Lastly, we note that CD123 expression is variable in the high-risk patients (Fig. 1d) as previously found in both MDS and AML^10,16,18^. As shown in supplementary fig. 1C, the frequency of the CD123+ subpopulation is variable amongst patients across the total marrow, frequency of blasts, and frequency in the CD34+/CD38− primitive cells. However, these frequencies are similar to what has been previously reported^18^. Interestingly, expression of the only other known MDS stem cell marker, CD99^23^, shows an increased mean fluorescence in CD34+/CD38−/CD123+ cells (Supplementary fig. 1B). Together, these findings indicate that CD123 is upregulated in the stem cell compartment during progressive stages of MDS evolution.

**Fig. 1:**
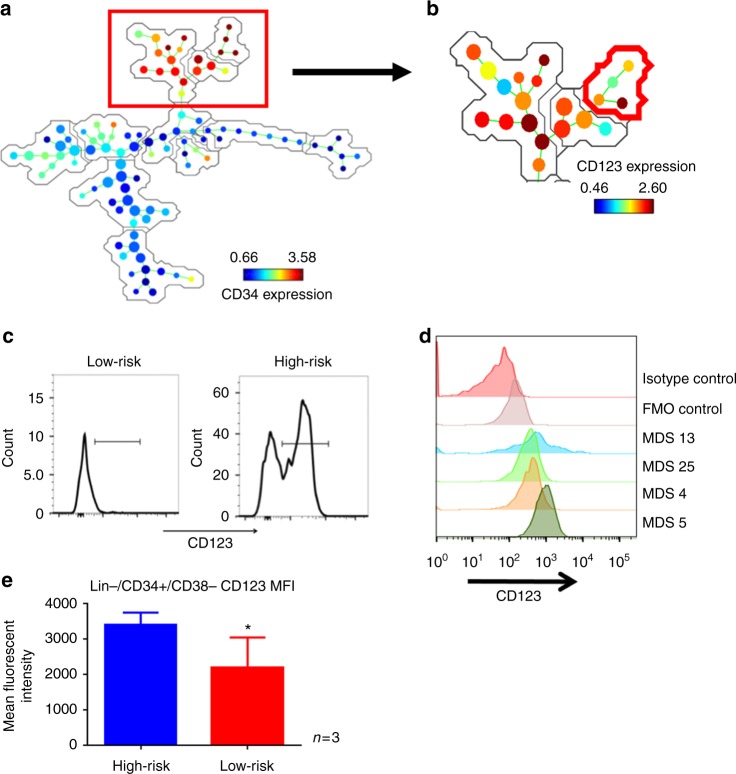
Investigation of CD123 expression in high-risk MDS. **a** Mass cytometry analysis of a representative high-risk MDS bone marrow specimen. The SPADE algorithm was used to cluster independent populations based on the expression of 14 independent cell surface markers. Blue to Red heat map coloring indicates relative expression of CD34 within each of the subpopulations identified by SPADE analysis. The red boxed cluster indicates all detected subpopulations defined as CD34+/Lin−. **b** Detailed analysis of CD34+ nodes. Indicated by red outline is the CD34+, CD38-, Lin- nodes. Heat map coloring indicates relative expression of CD123. **c**, **d** Flow cytometric analysis of CD34+/CD38−/Lin− MDS bone marrow cells labeled with CD123. Panel **c** shows comparison of representative low vs. high-risk specimens. Panel **d** shows additional high-risk MDS specimens in comparison to an isotype control. **e** Aggregate data of CD123 mean fluorescent intensity in high-risk vs. low-risk MDS patient samples showing a significant increase in high-risk MDS. See supplementary figure 1A for analysis of additional specimens. * *p* < 0.05 (two-tail *t*-test) error bars are S.D

To further investigate the role of the CD123+ subpopulation in the progression of MDS, sorted CD123+ cells from the Lin−/CD34+/CD38− compartment (hereafter termed “stem cells”) of three high-risk MDS specimens were isolated and subjected to whole-transcriptomic analysis. 

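Bone marrow of 3 patients with high-risk MDS gave 3 RNA libraries each, from CD123+ stem cells, CD123- stem cells and unsorted mononuclear cells, called bulk marrow here, which makes 9 libraries. CD123 is the alpha chain of the interleukin-3 receptor and is encoded by *IL3RA*. The lineage-negative, CD34+ and CD38- gate holds the most primitive cells of the marrow. The deposited table lists 25271 gene entries, each with an FPKM value (fragments scaled by transcript length and library size) and its confidence bounds for every library. The authors trimmed single-end reads with Trimmomatic 0.32 and mapped them to the human genome build hg19. The paper names SHRiMP as the aligner and a TruSeq RNA kit, while the submitters' labels name Bowtie2 and a stranded TruSeq mRNA kit. The program behind the FPKM values and its gene annotation are not given in the sources used here. The values come without read counts, so the depth of the libraries is unknown. FPKM summed over all genes came to 171238, 144733 and 152914 in the CD123+ libraries of patients 1, 2 and 3, to 171923, 95141 and 160970.0 in their CD123- libraries and to 165800.0, 176951 and 184101 in bulk marrow. The confidence bounds of genes over 10 FPKM reached a median of 61.4%, 60.9% and 40.6% of the value to either side in the CD123+ libraries of patients 1, 2 and 3. In every population the libraries of patient 3 had the narrowest bounds, and they listed more genes above 0, for example 22584 in CD123+ cells against 20205 and 18912 in patients 1 and 2. Some exact zeros cannot be levels: *EEF1A1*, the main translation elongation factor, is listed at 0 in the bulk marrow and CD123- libraries of patient 3, and *HBB* in the bulk marrow library of patient 2. Genes with a mean of at least 1 FPKM over the 6 libraries of a comparison were tested with limma on log2(FPKM + 1), a scale that understates the change of a gene near 1 FPKM. Lists of genes for pathways and cell types, written from general knowledge before the data were examined, were tested against all other genes with camera from limma at a preset correlation of 0.01 between genes. When camera estimated that correlation from the libraries, no list passed in any comparison, and the smallest adjusted p was 0.773 for CD123+ against CD123- cells, 0.280 for CD123+ cells against bulk marrow and 0.395 for CD123- cells against bulk marrow. The gene sets of the paper's enrichment analysis were not used here. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1.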

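*IL3RA*, the gene of the sorted surface marker, stood at 12.6 ± 8.26 FPKM (SD, n = 3 patients) in CD123+ stem cells, 4.35 ± 3.90 in CD123- stem cells and 4.69 ± 4.71 in bulk marrow. The CD123+ library was above the CD123- library in 3 of 3 patients. It lies on chromosome X from 1455509 to 1501582 in GRCh37. Its log2 fold change between the stem cell populations was 1.41 (standard error 0.63, adjusted p = 1.00 from limma), which did not pass over all genes. With the patient as a block its p from limma was 2.62e-04 unadjusted and 0.789 adjusted. *CD34* was at 53.6 ± 78.1 FPKM in CD123+ and 57.0 ± 86.8 FPKM in CD123- stem cells against 12.0 ± 17.8 FPKM in bulk marrow (SD, n = 3), with most of the spread from patient 3. *CD38*, selected against in the gate, was at 1.30 ± 1.86 and 1.49 ± 1.84 FPKM in the stem cell populations (SD, n = 3). Relative to bulk marrow, hematopoietic stem cell markers were higher and markers of mature blood cells lower in both stem cell populations. All 13 stem cell markers measured were higher on average in CD123+ cells (median log2 fold change 0.93, camera adjusted p = 2.74e-05) and in CD123- cells (0.79, adjusted p = 8.17e-05), with adjusted p = 0.336 and 0.395 with an estimated correlation. Among them were *KIT*, the stem cell factor receptor, at 9.07 ± 2.55 FPKM in CD123+ cells against 3.51 ± 3.63 in bulk marrow, *SPINK2* at 45.7 ± 35.6 against 8.56 ± 4.82 and *PROM1* at 12.4 ± 6.81 against 2.78 ± 2.20 (SD, n = 3). A list of leukemia stem cell score genes was also higher, by a median of 0.96 in CD123+ cells (adjusted p = 3.00e-04, 0.364 with an estimated correlation) and 0.71 in CD123- cells (adjusted p = 0.00154, 0.590 with an estimated correlation). All 14 T and NK cell markers were lower in CD123+ cells (median -2.15, adjusted p = 3.10e-23) and in CD123- cells (-2.11, adjusted p = 1.57e-24), 12 and 12 of them when adjusted over the list alone. Of 14 monocyte markers 13 were lower in CD123+ cells (median -2.84, adjusted p = 9.74e-20) and 13 in CD123- cells (-2.98, adjusted p = 6.26e-21), 9 and 8 of them when adjusted over the list alone. *S100A8* stood at 64.0, 1.14 and 11.2 FPKM in the CD123+ libraries of patients 1, 2 and 3 against 4780.0, 79.1 and 636 in bulk marrow. The 12 markers of maturing granulocytes were lower by a median of -2.72 in CD123+ and -2.105 in CD123- cells (adjusted p = 4.63e-16 and 7.46e-11, 0 adjusted over the list alone). Erythroid markers fell furthest in CD123+ cells, where all 19 were lower (median -3.46, adjusted p = 3.05e-28, 13 adjusted over the list alone), and were lower by a median of -1.36 in CD123- cells (adjusted p = 3.26e-05, 18 of 20 lower, 0 adjusted over the list alone). In patient 1, however, 18 of the 20 erythroid markers were higher in CD123- cells than in bulk marrow. For these mature cell lists the adjusted p with an estimated correlation lay between 0.280 and 0.782. Processing moved several medians in CD123+ cells, with the calls kept. That of stem cell markers was 1.68 with equal FPKM sums, 1.83 at a mean of at least 5 FPKM and 0.44 with no minimum level. Leukemia stem cell score genes had 1.57 with equal sums and 0.47 with no minimum level. T and NK cell markers had -3.89 with equal sums and -4.54 with a pseudocount of 0.1. The erythroid call in CD123- cells was lost without the CD123- library of patient 3 (median -0.03, adjusted p = 0.905) and without the bulk marrow library of patient 2 (-0.82, adjusted p = 0.135). Its median was -2.49 without patient 1, -0.79 without patient 2, -2.64 without the CD123- library of patient 1 and -2.298 without the bulk marrow library of patient 3. The leukemia stem cell score call in CD123- cells was lost without the bulk marrow library of patient 2 (0.56, adjusted p = 0.0981), and its median was 1.27 without the bulk marrow library of patient 3 and 1.08 and 0.45 without the CD123- library of patients 2 and 3. With a patient or library left out, other medians that moved by more than 1.5 times were those of stem cell markers, 1.63 in CD123+ cells without the CD123+ library of patient 2 and, without the bulk marrow library of patient 3, 1.61 in CD123+ and 1.20 in CD123- cells, and those of granulocyte markers, -1.61 in CD123+ cells without patient 1 and, without the bulk marrow library of patient 1, -1.63 in CD123+ and -0.91 in CD123- cells.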

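Single genes passed the test over all genes in few cases. limma called 0 of 6777 genes between CD123+ cells and bulk marrow, with 39 higher and 202 lower at an unadjusted p under 0.05, and 3 lower with the patient as a block. With the block over all 9 libraries it called 2 higher and 22 lower. It called 5 without the CD123+ library of patient 3, and 11 and 4 without the bulk marrow library of patients 2 and 3. Between CD123- cells and bulk marrow it called 1 of 6835 genes, with 51 higher and 170 lower at an unadjusted p under 0.05, and 4 lower with the block. Over all 9 libraries the block fit called 2 higher and 41 lower there. The rest of this paragraph's counts are from the fit without the block unless it is named. The 1 gene called without the block was *MIR650*, a microRNA gene within the immunoglobulin lambda locus on chromosome 22 from 23165270 to 23165365 in GRCh37. It was listed at 0 in the 3 CD123- libraries and at 1664, 6105 and 990.4 FPKM in the bulk marrow of patients 1, 2 and 3 (adjusted p = 0.00244 from limma). Without any 1 of the 3 patients, and without the CD123- library of patient 2, the count was 0. It was 13 without the bulk marrow library of patient 2 and 11 without that of patient 3. In CD123+ cells *MIR650* was at 3.28, 9.22 and 0 FPKM (adjusted p = 0.105 from limma, 0.00635 with the block). A gene this short is poorly measured in RNA selected for poly(A) tails. Its position inside the immunoglobulin lambda locus leaves open which transcripts its reads came from, so its level is uncertain. *IGLL5*, an immunoglobulin lambda-like gene of the same locus, was at 1.38 ± 1.79 FPKM in CD123+ and 3.64 ± 4.03 in CD123- cells against 372 ± 379 in bulk marrow (SD, n = 3), with an adjusted p from limma of 0.204 for CD123- cells and 0.00840 with the block. With the block, *S100A8*, a calcium-binding protein of monocytes and neutrophils, was also lower in CD123+ cells than in bulk marrow (adjusted p = 0.0231 from limma). Rescaling each library to the same FPKM sum moved the split of genes at an unadjusted p under 0.05 to 80 higher and 195 lower for CD123+ cells and to 277 higher and 132 lower for CD123- cells against bulk marrow. That scaling moved the median log2 fold change of all genes tested from 0.16 to 0.36 and from 0.10 to 0.45 in these comparisons, and from 0.06 to -0.08 between CD123+ and CD123- cells.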

For comparison, CD123− cells in the primitive compartment and whole bone marrow mononuclear cells were also evaluated (Fig. 2a). 

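*HOXA9*, a homeobox transcription factor of primitive blood cells, stood at 1.47 ± 0.508 FPKM (SD, n = 3 patients) in CD123+ and 0.722 ± 0.212 in CD123- stem cells, higher in 3 of 3 patients. It lies on chromosome 7 from 27202057 to 27214799 in GRCh37. Its log2 fold change was 0.50 (standard error 0.34, adjusted p = 1.00 from limma). *MN1*, a transcriptional coregulator on chromosome 22 from 28144265 to 28197744, was at 1.99 ± 0.333 and 1.28 ± 0.258 FPKM (SD, n = 3), also higher in 3 of 3 patients. Its log2 fold change was 0.39 (standard error 0.30, adjusted p = 1.00 from limma). With the patient as a block the unadjusted p from limma was 0.0501 for *HOXA9* and 0.0876 for *MN1*, and the adjusted p was 0.789 for both. *SMO*, the Hedgehog signal transducer on chromosome 7 from 128828474 to 128853386, was at 0.124, 0.0601 and 0.107 FPKM in the CD123+ libraries of patients 1, 2 and 3 and at 0, 0.0383 and 0.0753 in their CD123- libraries, below the minimum level for the test. By log2 fold change *HOXA9* ranked 404 and *MN1* 742 among 6759 genes, and with no minimum level *SMO* ranked 5080 among 23622. By the moderated statistic they ranked 81, 128 and, with no minimum level, 187. The log2(FPKM + 1) scale understates changes at these low levels, most of all for *SMO*. With a pseudocount of 0.1 *HOXA9* ranked 207 and *MN1* 467 by log2 fold change.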

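Of 6759 genes tested between CD123+ and CD123- stem cells, limma called 0, with 16 higher and 13 lower at an unadjusted p under 0.05. With the patient as a block it again called 0, with 201 and 115 at an unadjusted p under 0.05. Without the CD123+ library of patient 3, 3 genes passed. Several small RNA genes were among those at an unadjusted p under 0.05 that differed the same way in 3 of 3 patients, none of which passed over all genes. *SNORA14A*, *SNORA14B* and *SNORD8*, which guide modifications of other RNAs, were listed at 0 in the 3 CD123- libraries and at 3.73, 1.75 and 1.75 FPKM, 3.39, 1.60 and 1.57 FPKM and 1.70, 4.83 and 0.752 FPKM in the CD123+ libraries of patients 1, 2 and 3. *MIR6716* was at 5.57, 7.80 and 6.91 against 0, 0 and 6.89 FPKM. The 4 copies *SNORA11*, *SNORA11B*, *SNORA11C* and *SNORA11D* were lower in CD123+ cells, with log2 fold changes of -1.57, -1.72, -1.55 and -2.18. Copies of 1 family can share reads, and genes this short are poorly measured in RNA selected for poly(A) tails, so these values are uncertain. Lower in CD123+ cells were also *SLC25A37* (mitoferrin), the iron importer of mitochondria, at 1.27 ± 0.803 against 7.30 ± 7.56 FPKM, *UBAC1*, a ubiquitin ligase subunit, at 1.36 ± 0.275 against 5.66 ± 4.65 FPKM, and *H1F0*, a linker histone of differentiated cells, at 1.80 ± 0.398 against 5.02 ± 1.62 FPKM (SD, n = 3). Of the 49 labels in the red CD123+ block of the heat map in Fig. 2a, 48 were found in the deposited values and 48 of these were higher on average in CD123+ cells, 46 of them in 3 of 3 patients. Of the 48 labels in the blue block, 44 were found and 44 were lower, 35 in 3 of 3 patients. The paper chose these genes on the same libraries, so their direction is not independent evidence. Their median level was 0.115 FPKM in the red and 0.0350 FPKM in the blue block, and 40 and 44 of them lay under 1 FPKM.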

Among the most strongly upregulated individual genes in the CD123+ population, were *HOXA9*^24^, *MN1*^25^, and *SMO*^26^. *HOXA9* has been studied extensively in AML and has been shown to be overexpressed in CD34+ cells of MDS patients^24^ and is known to play a role in leukemogenesis and transformation^27^. *MN1* has also been shown to play a role in AML and has been correlated to poor response and decreased survival. It has a role in the cell of origin of AML through the control of histone methyltransferases and creating a block in differentiation and inducing proliferation^28^. *SMO* has been shown to play a role in sensitivity to 5-azacytidine in MDS. An RNAi screen showed knockdown of *SMO* in combination with 5-azacytidine led to increased cytotoxicity^26^. To better understand global and pathway differences between CD123+ and CD123− cells we also performed gene set enrichment analysis (GSEA)^29^. These results were compiled into the enrichment map shown in Fig. 2b, supplementary fig. 4, and supplementary table 1^30^. This algorithm clusters gene sets to show functional groups as a collection of nodes. These nodes are grouped and annotated by their major phenotypic characteristics. In comparing CD123+ (red groups) and CD123− (blue groups) there are clear differences in multiple functions. 

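Genes of the interferon response and of inflammation were higher on average in CD123+ than in CD123- stem cells. Of 45 interferon-stimulated genes measured, 35 were higher (median log2 fold change 0.20, camera adjusted p = 0.00776, 0.773 with an estimated correlation). *IFITM1* and *IFITM3*, membrane proteins that restrict viral entry, stood at 115 ± 9.65 and 363 ± 38.9 FPKM in CD123+ cells against 69.0 ± 34.3 and 239.9 ± 146 FPKM in CD123- cells (SD, n = 3 patients), higher in 3 of 3 patients. Of 17 genes of inflammatory cytokines, chemokines and NF-kB targets, 16 were higher (median 0.20, adjusted p = 0.0370, 0.773 with an estimated correlation). The neutrophil chemokine *CXCL8* was at 130.3, 272 and 16.1 FPKM in the CD123+ libraries of patients 1, 2 and 3 against 84.3, 107 and 4.37 in their CD123- libraries, the chemokine *CCL3* at 64.8, 4.05 and 6.69 against 44.7, 1.65 and 3.15, and the cytokine *IL1B* at 12.9, 8.64 and 20.5 against 9.05, 4.71 and 19.4. No member of either list passed over all genes or when adjusted over the list alone. By patient, the median difference was 0.19, 0.40 and 0.01 for the interferon-stimulated genes and 0.19, 0.61 and 0.07 for the inflammatory genes. Erythroid markers had medians of -3.35, -2.49 and -0.08 in the same patients. Scaling to the same FPKM sum per library moved the median of all genes in patient 2 from 0.22 to -0.23 and that of the interferon-stimulated genes to -0.04, so that they lay 0.19 above all genes, against 0.18 before. The inflammatory median of patient 2 fell from 0.61 to 0.11, with 11 of 17 genes higher, and lay 0.34 above all genes, against 0.39 before. The interferon call was lost without patient 1 (adjusted p = 0.227), without the CD123+ library of patient 2 or 3 (0.135 and 0.248) and without the CD123- library of patient 1 (median 0.11, adjusted p = 0.683). Its median moved to -0.02 without the CD123- library of patient 2, to 0.06 without that patient, to 0.34 without patient 3 and to 0.44 without the CD123- library of patient 3. The call was also lost at a mean of at least 5 FPKM (0.17, adjusted p = 0.167), and the median was 0.30 with a pseudocount of 0.1 and 0.12 with no minimum level. The inflammation call was lost without the CD123+ library of patient 1 or 2 (adjusted p = 0.237 and 0.527) and without the CD123- library of patient 3 (0.082, adjusted p = 0.920), where the sign of the camera statistic changed but not that of the median. Its median moved to 0.33, 0.34, 0.62 and 0.44 without patient 1, patient 3, the CD123+ library of patient 3 and the CD123- library of patient 1. The call was also lost with a pseudocount of 0.1 (0.38, adjusted p = 0.0539), at a mean of at least 5 FPKM (0.49, adjusted p = 0.0979), with median-of-ratios scaling (adjusted p = 0.0503) and with all 9 libraries in 1 fit (adjusted p = 0.0613).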

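The IL-1 signaling list did not pass in camera. Of 11 interleukin-1 ligands, receptors and signaling proteins measured, 8 were higher in CD123+ cells (median 0.19, camera adjusted p = 0.391). *IL1RAP*, the coreceptor of interleukin-1, on chromosome 3 from 190231840 to 190377539 in GRCh37, was at 1.62 ± 1.64 FPKM in CD123+ and 1.31 ± 1.36 in CD123- cells (SD, n = 3 patients). Its log2 fold change was 0.16 (standard error 0.59, adjusted p = 1.00 from limma). Regulators and receptors of interferon alpha signaling had 7 measured members and a median of 0.07 (adjusted p = 0.558, or 5.29e-04 with no minimum level). In a GSEA statistic over signal-to-noise ranks of all 23622 genes with a value above 0, these lists took in more members and passed, with normalized enrichment scores of 2.02 for 26 genes of interferon alpha signaling (adjusted p = 0.00101) and 1.58 for 39 genes of IL-1 signaling (adjusted p = 0.0363). The scores were 1.65 for interferon-stimulated genes (adjusted p = 0.0155) and 1.72 for inflammation (adjusted p = 0.0170). These p-values come from 10000 random gene sets and take genes as independent. The IL-1 score did not pass without patient 1, 2 or 3 (1.08, 1.15 and 1.49, adjusted p = 0.538, 0.401 and 0.0693), nor did the interferon-stimulated score without patient 2 (1.39, adjusted p = 0.145) or the inflammation score without patient 2 or 3 (1.02 and 1.47, adjusted p = 0.673 and 0.0828). The interferon alpha list holds 14 interferon genes that lie under 1 FPKM, many of them similar in sequence. Without them its score was 1.23 (adjusted p = 0.369), and without patient 2 it was 0.59 (adjusted p = 0.976).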

In CD123+ cells there are increases in translation, IL-1 signaling and inflammation, and interferon signaling in contrast to changes in mitotic signaling and heme biosynthesis in CD123- cells. Previous groups have reported differences in IL-1 signaling in HSCs, MDS, and AML LSCs^31–33^. As shown previously by Barreyo et al. we find differences in *IL1RAP* levels in MDS specimens with chromosome 7 alterations; however, the differences in IL1 signaling is not due to *IL1RAP* expression alone as there are no differences between CD123+ and CD123- subpopulations (supplementary fig. 4D)^31^. Differences in heme biosynthesis have also recently been reported in MDS and play a role in the anemia found in most patients^34^. We further examined these clusters of nodes in CD123+ cells (Fig. 2c, d) and CD123− cells (Fig. 2e, f). This analysis showed the KEGG Ribosome pathway as the most strongly upregulated gene set in CD123+ cells vs. CD123− stem cells (Supplementary Table 1, Fig. 2c). 

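Heme synthesis, mitotic and erythroid genes were lower on average in CD123+ than in CD123- stem cells. Of 16 genes of heme synthesis and its mitochondrial import, 14 were lower (median log2 fold change -0.61, camera adjusted p = 1.39e-11, 0.773 with an estimated correlation). *ALAS2*, the rate-limiting enzyme of heme synthesis in erythroid cells, on chromosome X from 55035488 to 55057410 in GRCh37, was at 5.29, 0.611 and 0.251 FPKM in the CD123+ libraries of patients 1, 2 and 3 against 63.1, 7.85 and 0.189 in their CD123- libraries. Of 35 genes of mitotic chromosome segregation, 33 were lower (median -0.24, adjusted p = 9.46e-08, 0.773 with an estimated correlation). Among them were *BIRC5* (survivin), at 7.48 ± 1.63 against 11.9 ± 5.40 FPKM, and the spindle protein *NUSAP1*, at 6.20 ± 1.26 against 10.3 ± 5.42 FPKM (SD, n = 3 patients). Of 28 S-phase and proliferation markers, 24 were lower (median -0.29, adjusted p = 7.64e-07, 0.773 with an estimated correlation). Erythroid markers moved with them. All 17 were lower (median -1.89, adjusted p = 4.43e-18, 0.773 with an estimated correlation). *HBA1*, an alpha globin whose near-identical copy *HBA2* can share its reads, was at 44.5, 23.7 and 3.17 FPKM in CD123+ against 4712, 558 and 5.65 FPKM in CD123- cells of patients 1, 2 and 3. *RHAG*, of the Rh complex of red cells, was at 1.48, 0.439 and 0.00419 against 50.2, 7.42 and 0.127. *ALAS2* belongs to both the heme and the erythroid list. No member of these 4 lists passed over all genes or when adjusted over the list alone. By Ki67 and EdU staining the paper found no difference in cell cycle between CD123+ and CD123- stem cells. The lower mitotic and proliferation RNA thus does not show that CD123- stem cells cycle more. The differences lay in patients 1 and 2: the median was -1.41, -0.17 and -0.09 in patients 1, 2 and 3 for heme synthesis, -0.79, -0.09 and 0.01 for chromosome segregation, -0.50, -0.31 and 0.04 for proliferation and -3.35, -2.49 and -0.08 for erythroid markers. Without patient 1 the chromosome segregation call was lost (median -0.04, adjusted p = 0.0750), as it was without the CD123- library of patient 1 (-0.02, adjusted p = 0.211). The proliferation call was lost without that library (-0.03, adjusted p = 0.186) and without the CD123+ library of patient 2 (-0.09, adjusted p = 0.183). The heme and erythroid calls held, with medians of -0.15 without patient 1 and -0.17 without that patient's CD123- library for heme, and of -0.62 without the same library, -1.16 without the CD123+ and -3.35 without the CD123- library of patient 3 for erythroid markers. With a patient or library left out, the other medians that moved by more than 1.5 times were -0.38, -0.15 and -0.40 for chromosome segregation, without patient 3, the CD123+ and the CD123- library of patient 2, and -0.10 and -0.47 for proliferation, without patient 1 and the CD123- library of patient 2. With libraries rescaled to equal FPKM sums the medians were -0.93 for heme synthesis, -0.49 for chromosome segregation and -0.53 for proliferation, which had -0.18 with no minimum level. The normalized enrichment scores over all genes were -2.49 for heme synthesis, -2.27 for chromosome segregation, -2.05 for proliferation and -2.69 for erythroid markers (adjusted p = 0.00101 for each, the smallest that 10000 random gene sets gave). Without patient 1 they were -1.59 (adjusted p = 0.0819), -0.82 (adjusted p = 0.917), -1.51 (adjusted p = 0.0819) and -2.39 (adjusted p = 0.00334).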

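Cytosolic ribosomal protein genes gathered at the CD123+ end of the ranking. The 79 genes of the list, 47 of the large and 32 of the small subunit, had an enrichment score of 0.711 and a normalized enrichment score of 2.78 in the signal-to-noise ranking (adjusted p = 0.00101 over 10000 random gene sets), the highest positive score of the lists tested here. The large subunit alone scored 2.58 and the small subunit 2.27, which did not pass without patient 2 (1.56, adjusted p = 0.107). Without patients 1, 2 and 3 in turn the normalized score was 2.31, 1.96 and 2.61. In camera the large subunit had a median log2 fold change of 0.41 (adjusted p = 4.27e-12) and the small subunit 0.42 (adjusted p = 6.82e-08), each with adjusted p = 0.773 with an estimated correlation. The small-subunit call was lost under quantile normalization (adjusted p = 0.164), without patient 2 (0.11, adjusted p = 0.163) and without the CD123+ library of patient 1 (0.21, adjusted p = 0.0520). Its median was 0.76 without patient 3 and 0.14 without the CD123- library of patient 2. That of the large subunit was 0.14 and 0.74 without patients 2 and 3, 0.25 and 0.63 without the CD123+ library of patients 1 and 3, and 0.15 without the CD123- library of patient 2, with the call kept each time. With libraries rescaled to equal FPKM sums the medians were 0.23 for the large and 0.24 for the small subunit, and under quantile normalization both were 0.13. In CD123+ cells against bulk marrow the list of both subunits had a median of 0.43 (adjusted p = 3.13e-05, 0.718 with an estimated correlation) and in CD123- cells against bulk marrow 0.02 (adjusted p = 0.888). The call against bulk marrow was lost without patient 1 or 2 (0.09 and 0.28, adjusted p = 0.984 and 0.304), without the CD123+ library of patient 1 (0.26, adjusted p = 0.167) and without the bulk marrow library of patient 1 (0.28, adjusted p = 0.0711). Its median moved to 0.99 without patient 3, to 0.66 without that patient's CD123+ library and to 0.76 without that patient's bulk marrow library. In CD123- cells against bulk marrow the list passed without patient 3 (0.21, camera adjusted p = 0.00135) and also under quantile normalization.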

The ribosomal subunits are almost globally overexpressed in the CD123+ cells. Many of these subunits contribute to the assembly of the large and small ribosomal subunits and protein production^35,36^. 

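Of 79 cytosolic ribosomal protein genes, 77 were higher on average in CD123+ than in CD123- stem cells, and 0 passed over all genes or when adjusted over the list alone (limma). As a list they had a median log2 fold change of 0.41 (camera adjusted p = 2.22e-15, 0.773 with an estimated correlation). *RPL41*, the most abundant on average, was at 1934 ± 553 FPKM in CD123+ and 1386 ± 544 in CD123- cells (SD, n = 3 patients), *RPL3* at 1627 ± 108 and 1285 ± 448, *RPS18* at 1775 ± 397 and 1472 ± 970.0 and *RPS6* at 1544 ± 147 and 1196 ± 353. *RPL5*, of the large subunit, on chromosome 1 from 93297570 to 93307481 in GRCh37, was at 407 ± 29.4 and 313 ± 144 FPKM (SD, n = 3). Its log2 fold change was 0.48 (standard error 0.43, adjusted p = 1.00 from limma). By patient it was at 382, 400 and 439 FPKM in CD123+ against 276, 191 and 471 in CD123- cells. The paper measured RPL5 as protein by flow cytometry in more specimens, with a paired test. These RNA values from an unpaired fit are therefore not a test of that result. *RPL23*, on chromosome 17 from 37004113 to 37010017, was at 532 ± 177 and 441 ± 183 FPKM (SD, n = 3), and its log2 fold change was 0.32 (standard error 0.47, adjusted p = 1.00 from limma). *RPS15* went the other way, with 37.6, 101 and 296 FPKM in the CD123+ libraries of patients 1, 2 and 3 against 218, 128 and 409. Ribosomal protein genes have many processed pseudogenes that can share their reads. The direction differed between patients. The median difference was 0.47 in patient 1, with 76 of 79 genes higher, and 1.04 in patient 2, with 78 higher, but -0.24 in patient 3, where 79 of 79 were lower. Among 10000 random lists matched on expression, the list lay at percentile 99.3 in patient 1, 100 in patient 2 and 0 in patient 3. The random genes were drawn independently within 1 pair of libraries, while genes of this list had an estimated correlation of 0.57. These percentiles therefore do not measure chance. Erythroid markers had medians of -3.35, -2.49 and -0.08 in patients 1, 2 and 3 in the same comparison. Under 3 other scalings of the libraries the median of the ribosomal list stayed positive in patients 1 and 2, at no less than 0.20, and negative in patient 3, at no more than -0.16. In patients 1 and 2 it was 0.48 and 0.44 with equal FPKM sums, 0.60 and 0.75 with median-of-ratios scaling and 0.20 and 0.34 under quantile normalization. The size of the rise in patient 2 thus depends on the scaling. The mean log2(FPKM + 1) of the list was 7.99 ± 0.34 in CD123+ and 7.60 ± 0.49 in CD123- cells (SD, n = 3; exact two-sided permutation test, p = 0.400). Over the 3 patients the median log2 fold change kept its call and became 0.12 without patient 2, 0.15 without the CD123- library of patient 2, 0.24 without the CD123+ library of patient 1 and 0.74 without patient 3. It was 0.13 under quantile normalization (adjusted p = 0.00434) and 0.24 with libraries rescaled to equal FPKM sums (adjusted p = 1.02e-15).

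**Figure D1:**
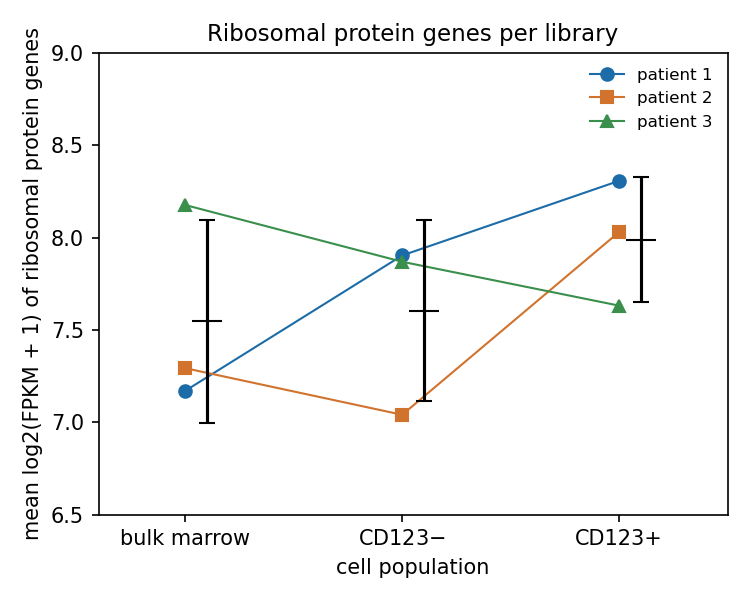
Mean log2(FPKM + 1) over the 79 cytosolic ribosomal protein genes (y axis) in bulk marrow, CD123- and CD123+ stem cells (x axis), with 1 point per library, lines joining the 3 libraries of a patient, and black marks for the mean ± SD of the 3 libraries. From CD123- to CD123+ cells the lines go from 7.90 to 8.31 in patient 1 and from 7.04 to 8.03 in patient 2, and from 7.87 to 7.63 in patient 3.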

Wu et al. showed *RPL23*, a ribosomal gene was overexpressed in MDS CD34+ cells and associated with poor drug response^37^. Belickova et al. also showed increased expression of multiple ribosomal genes correlates with poor azacitidine response and disease progression^38^. We further confirmed one of the top hits, *RPL5*, showed significantly increased expression in the CD123+ compartment of the primitive compartment of a high-risk MDS patient in comparison to the CD123− compartment and the primitive compartment (Lin−/CD34+/CD38−) of normal bone marrow (Supplementary fig. 3A-B). These results demonstrate differential expression of ribosomal genes in primitive CD123+MDS cells and indicate a fundamental change in the physiology of malignant stem cells concomitant with expression of CD123. Additional gene sets found in the enrichment analysis represent known AML LSC targets including the JAK-STAT pathway^39^ and interestingly the spliceosome pathway (Supplementary Table 1). 

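Genes of IL6, JAK and STAT3 signaling and of the spliceosome did not pass as lists in camera. Of 30 receptor and signaling genes of the JAK and STAT pathway measured, 18 were higher on average in CD123+ stem cells (median log2 fold change 0.07, adjusted p = 0.391, or 0.0193 with no minimum level). *CSF2RA*, the alpha chain of the GM-CSF receptor, was at 4.75 ± 2.37 FPKM in CD123+ and 2.21 ± 0.671 in CD123- cells (SD, n = 3 patients), higher in 3 of 3 patients, with a log2 fold change of 0.79 (adjusted p = 1.00 from limma). *IL3RA* itself belongs to this list. The GSEA statistic over all genes gave the 66 list members with a value above 0 a normalized enrichment score of 1.71 (adjusted p = 0.00648), which did not pass without patient 2 (1.22, adjusted p = 0.276). Of 101 spliceosome proteins, 61 were higher in CD123+ cells (median 0.03, camera adjusted p = 0.989), and the enrichment score over all genes was 0.242, or 1.01 when normalized (adjusted p = 0.597) and -1.32 without patient 2. *HNRNPA1*, an abundant RNA-binding protein of splicing, was at 319 ± 23.7 against 248 ± 111 FPKM (SD, n = 3), and *PRPF8*, at the catalytic core of the spliceosome, at 3.73 ± 0.955 against 6.51 ± 2.55. No member of either list passed over all genes or when adjusted over the list alone.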

The upregulation of STAT3 signaling was found previously by Will et al. We found a similar upregulation of STAT3 signaling although not directly related to increased STAT3 levels^40^. 

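*STAT3* RNA differed little between the populations. The gene lies on chromosome 17 from 40465342 to 40540558 in GRCh37 and stood at 3.76 ± 1.74 FPKM in CD123+ and 3.84 ± 1.10 FPKM in CD123- stem cells (SD, n = 3 patients), higher in 2 of 3 patients. Its log2 fold change was -0.05 (standard error 0.39, adjusted p = 1.00 from limma), which leaves a change of either direction open at this spread.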

We see gene-set enrichment and a small but significant increase in STAT3 Serine 727 phosphorylation (supplementary fig. 4). Crews et al. recently showed that the same spliceosome gene set is enriched in secondary AML in LSCs and contributes to disease progression^41^. We also see an enrichment for the REACTOME_ACUTE_MYELOID LEUKMIA gene set in the CD123+ subpopulation (Supplementary table 1). Thus, collectively, the gene expression changes observed in the CD123+ subpopulation are all consistent with transformation to AML. 

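The list of acute myeloid leukemia pathway genes was mixed. Of 23 members measured, 13 were higher on average in CD123+ stem cells (median log2 fold change 0.06, camera adjusted p = 0.805), and 0 passed over all genes or when adjusted over the list alone (limma). *JUP*, plakoglobin of cell junctions and Wnt signaling, was at 1.81 ± 0.233 FPKM in CD123+ and 1.24 ± 0.193 in CD123- cells, *KIT* at 9.07 ± 2.55 and 9.63 ± 3.82, and the transcription factor *MYC* at 5.63 ± 6.55 and 7.03 ± 6.80 (SD, n = 3 patients). The GSEA statistic over all genes gave 55 members a normalized enrichment score of 1.30 (adjusted p = 0.179), or 0.85 without patient 2. HOXA and HOXB genes with their leukemia cofactors had 6 members above the minimum level, 5 of them higher (median 0.27, camera adjusted p = 0.137), and 25 genes with a normalized enrichment score of 1.63 (adjusted p = 0.0363). That score did not pass without patient 1, 2 or 3 (adjusted p = 0.0606, 0.472 and 0.244). Between the stem cell populations the leukemia stem cell score genes had a median of 0.13 (camera adjusted p = 0.558).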

The upregulation of translation gene sets indicates a potential for increased protein synthesis in the CD123+ stem cell population. 

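Beyond the ribosomal proteins, the other lists of the translation machinery did not pass in camera. Of 43 cytosolic translation factors, 25 were higher in CD123+ than in CD123- stem cells (median log2 fold change 0.15, camera adjusted p = 0.401). The elongation factors *EEF1B2* and *EEF1G* were at 386 ± 65.6 and 711 ± 126 FPKM in CD123+ against 290.1 ± 137 and 565 ± 230.4 FPKM in CD123- cells (SD, n = 3 patients). *EEF1A1* was at 1168, 1593 and 922 FPKM in the CD123+ libraries of patients 1, 2 and 3, and in their CD123- libraries at 865 and 696, with the library of patient 3 listed at 0. Of 36 genes of ribosome biogenesis, 20 were higher (median 0.03, adjusted p = 0.518, with a test statistic of the opposite sign). The nucleolar protein *NPM1* was at 223 ± 65.7 against 198 ± 83.9 FPKM (SD, n = 3). Mitochondrial ribosomal proteins, 66 genes, had a median of -0.01 (adjusted p = 0.322), and 28 genes of the signal recognition particle and protein export a median of 0.19 (adjusted p = 0.0971, or 0.0459 with no minimum level). With the GSEA statistic over all genes the protein export list passed (normalized enrichment score 1.61, adjusted p = 0.0399), but not without patient 1 or 2 (adjusted p = 0.0969 and 0.976). The mitochondrial list passed downward without the CD123+ library of patient 3 (-0.22, adjusted p = 0.00516) and without the CD123- library of patient 2 (-0.38, adjusted p = 2.75e-05). No member of these lists passed over all genes or when adjusted over the list alone. From the enrichment of translation gene sets in these libraries the paper proposes that CD123+ stem cells could make more protein, and it then measured protein synthesis directly by OP-puro incorporation.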

To further investigate these changes in translational activity we utilized a method previously described by Signer et al. to characterize the protein synthesis levels in HSCs^19^. The approach involves culturing cells with a fluorescent substrate known as OP-puro, which is incorporated into newly synthesized polypeptide chains and can be quantified as a measure of overall protein synthesis activity. Using this method, our results show that CD123+ stem cells exhibit markedly higher levels of protein translation in 12 separate patient samples (Fig. 3a). While the overall translation rates are variable there is a significant increase in translation rates between Lin−/CD34+/CD38−/CD123+ and Lin−/CD34+/CD38−/CD123− cells (Fig. 3b). We also see increased translation in the CD123+ subpopulation over lymphocytes and similar rates to monocytes in MDS patient specimens (supplementary fig. 9B). This degree of change could be due to increased proliferation or related activity; however, cell cycle analyses clearly demonstrate virtually identical profiles for the two populations, with both largely in the G0 phase of the cell cycle (84% in CD123+ vs. 88% in CD123−) for eight independent patient specimens (Fig. 3c, d and supplementary fig. 5a). Utilizing EdU staining we find similar rates of G0 as found with Ki67 and no differential between CD123+ and CD123− subpopulations (supplementary fig. 5b). Thus, as previously reported for AML, the malignant stem cell population retains a mostly quiescent phenotype, similar to normal HSCs^42^.

**Fig. 2:**
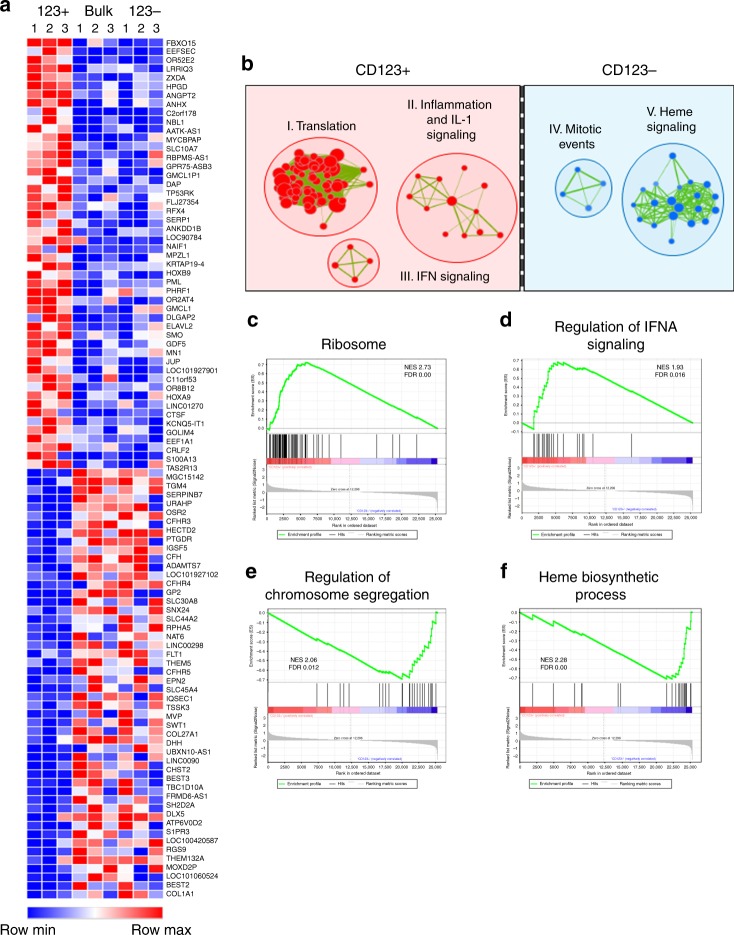
Whole-transcriptome analysis shows an upregulation of ribosome signaling in CD123+ MDS cells. RNA-seq was performed on Lin−/CD34+/CD38−/CD123+ or Lin−/CD34+/CD38−/CD123− primary MDS BM cells from three independent patients. **a** Heat map shows the top 50 up and downregulated genes. **b** Using Enrichment map algorithm, top pathways and groups of pathways were delineated in CD123+ vs. CD123− cells. **c**–**f** Using the KEGG database, the ribosome signature was the most significantly enriched gene set in the translation cluster of nodes in CD123+ cells (panel **b**). **d** The Regulation of IFNA Signaling gene set was also highly enriched in IL1 signaling group of nodes in CD123+ cells. **e** The Regulation of Chromosome Segregation was highly enriched in the mitotic events cluster of nodes in CD123- cells. **f** The Heme Biosynthetic Process pathway was highly enriched in the Heme signaling pathway in CD123- cells

**Fig. 3:**
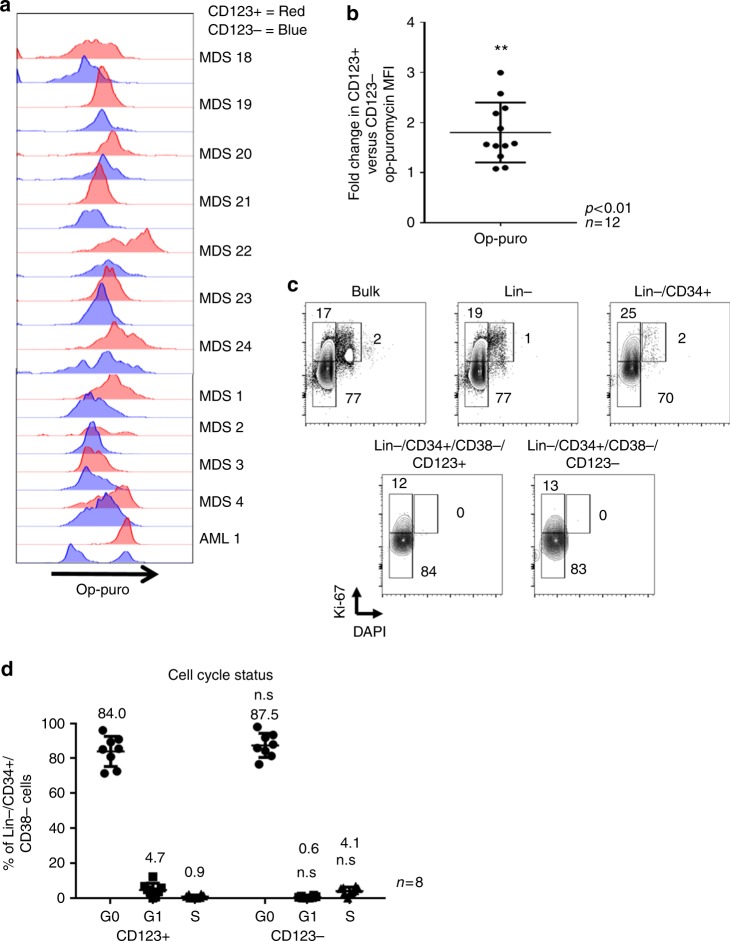
CD123+ stem cells exhibit increased translation but no change in cell cycle status. **a** CD123+ cells(red histogram) vs. CD123- cells(blue histogram) from Lin−/CD34+/CD38− high-risk bone marrow specimens exhibit increased protein synthesis as measured by op-puromycin in 11 independent patient specimens **b** Ratio of the mean fluorescence of CD123+ vs. CD123- cells shows an average 2-fold increase in CD123+ cells. **c** Cell cycle analysis of a representative MDS specimen (MDS 4) showing bulk, lin−, lin−/CD34+ and CD123+/CD123− stem cell populations. **d** Aggregate data comparing cell cycle in eight separate patient specimens shows no significant differences in CD123+ vs. CD123− cells. **p < .05 (two-tail *t*-test) error bars are S.D

### Metabolic characteristics of CD123+ MDS stem cells

To further analyze the biological properties of MDS stem cells, we performed studies to characterize cellular metabolism. This line of investigation was prompted by previous studies in which the metabolic state of AML stem cells has been shown to be distinct from bulk tumor and highly relevant to potential therapeutic intervention^7^. Indeed, energy metabolism plays an important role in the biology of malignant stem cells^7,43,44^. For these studies we sorted CD34+/CD123+, CD34+/CD123−, and lineage- cells from primary high-risk MDS specimens and performed comprehensive LC-MS metabolomic analyses^45^. We have recently developed improved methods that permit high-resolution metabolomic analyses with as few as 50,000 cells^46^. As shown in Fig. 4a, and consistent with studies of leukemia^47,48^, the malignant stem cell compartment is biologically distinct from bulk cells. These data indicate a fundamentally different physiology for the stem cell population. In comparing the CD123+ vs. CD123− stem cell subpopulations, we see strong upregulation of protein synthesis and RNA transcription (Fig. 4b and supplementary fig. 6), further confirming our findings from the gene expression and translational studies shown in Figs. 2 and 3a. The enrichment of protein synthesis and RNA transcription in CD123+ populations is also evidenced by increases in the majority of amino acids detected by mass spectrometry analysis (Supplementary fig. 6C). Energy metabolism was also distinct in the CD123+ MDS cells. The third, fifth, and sixth most enriched pathways are related to oxidative phosphorylation and the citric acid cycle (Fig. 4b and supplementary fig. 6). Mitochondrial pathways of this type are known to be deregulated in AML LSCs^7,20,21^ and their upregulation in high-risk MDS stem cells likely represents a key step in the transformation from chronic disease to AML. Figure 4c shows the individual metabolites contributing to these pathways that are increased in the CD123+ subpopulation. These metabolites include multiple components of the TCA cycle (e.g., l-glutamate, citrate, l-glutamine, succinate, malate). In addition, we detect increased components of glutathione metabolism (e.g., S-glutathionyl-L cysteine and glutathione disulfide), another characteristic of AML stem cells. Indeed, despite changes that occur during malignant transformation, we and others have reported that cancer stem cells retain a ROS (reactive oxygen species) low phenotype, a hallmark of normal HSCs^7^. Notably, our analysis of MDS specimens (Fig. 4d, e) shows a ROS-low phenotype for primitive cells in 7 patient specimens (Lin−/CD34+/CD38−/CD123+). Thus, we propose that increased glutathione metabolism as stem cells transition to more acute stages of malignancy may be important for maintaining a ROS-low status and therefore conditions conducive to self-renewal or related stem cell functions.

**Fig. 4:**
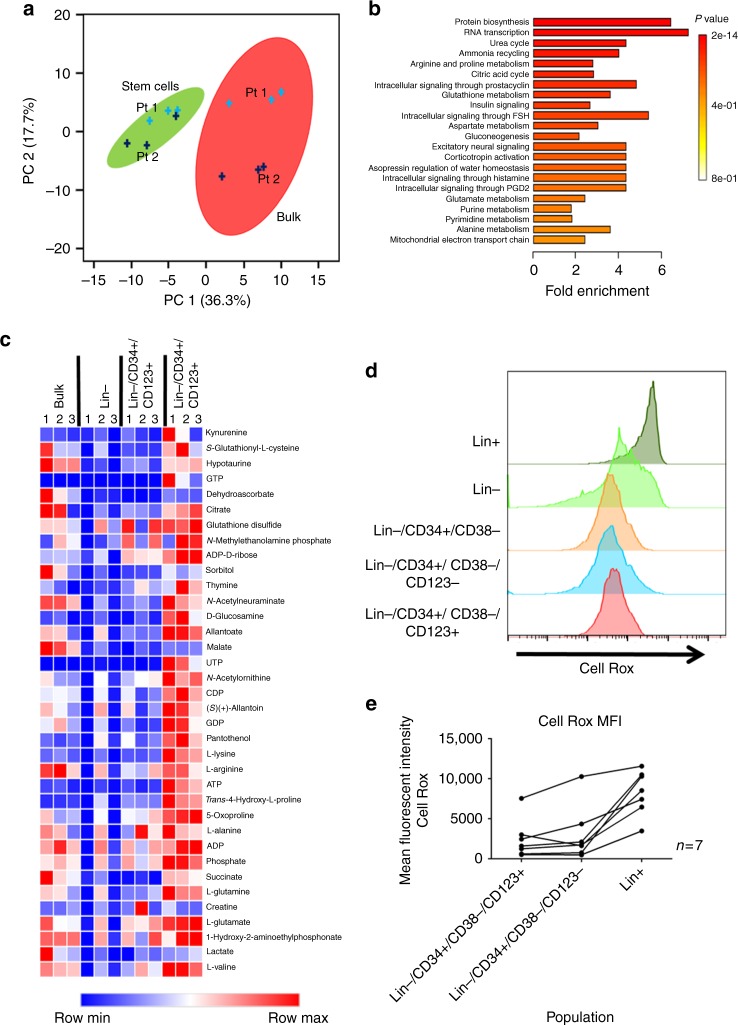
CD123 positive cells have a distinct metabolic phenotype. HPLC-based metabolomic analysis was done on sorted Lin−/CD34+/CD123+ cells from two high-risk MDS patients. **a** Principle component analysis of all measured metabolites shows similarities between CD123+ MDS stem cells from both patients (green circle). Bulk lineage negative cells (red circle) show distinctly different profiles. **b** Pathways most enriched in CD123+ MDS cells compared to CD123- population as determined by Metaboanalyst software analysis of metabolomics data. **c** Heat map representation of major metabolite differences including ATP, Glutamate, and TCA cycle intermediates. Specimen analyzed in triplicate (derived from patient 4—Supplementary Table 3). **d** Oxidative state analysis as indicated by CellROX dye labeling. **e** Aggregate data of CellROX labeling shows no significant difference between CD123+ vs. CD123− cells

### Targeting unique metabolic properties of MDS stem cells

As a strategy towards improving therapeutic outcomes for MDS, we investigated targeting of pathways deregulated in the CD123+ MDS stem cell compartment. Based on the findings outlined in Figs. 2, 3, 4, we first tested strategies that involve inhibiting protein translation. Initial studies employed a reagent grade compound, anisomycin, known to inhibit protein translation and induce so-called “ribotoxic stress”^49^. This agent showed selective killing of CD34+/CD38−/CD123+ cells at 200 nM and 400 nM (Supplementary fig. 8), suggesting that primary MDS cells with elevated protein synthesis were indeed susceptible to drugs of this class. Subsequent studies employed the drug omacetaxine mepesuccinate, a protein synthesis inhibitor which is FDA approved for the treatment of chronic myeloid leukemia^50^, and has also shown activity in the treatment of AML^51^. Notably, omacetaxine specifically targets CD123+ cells in multiple patient samples and is effective at decreasing protein translation levels (Figs. 5a, c–e). Omacetaxine is also preferentially active against the CD123+ stem cell compartment, as shown in Fig. 5a. Due to its labeled indication for the treatment of MDS, we also tested the effects of azacitidine (Fig. 5c, d). In most cases, we observed little activity for this agent towards the MDS stem cell population with no significant decreases in viability in CD123+ cells and no differential toxicity between CD123+ vs. CD123− in seven high-risk MDS patient specimens.

**Fig. 5:**
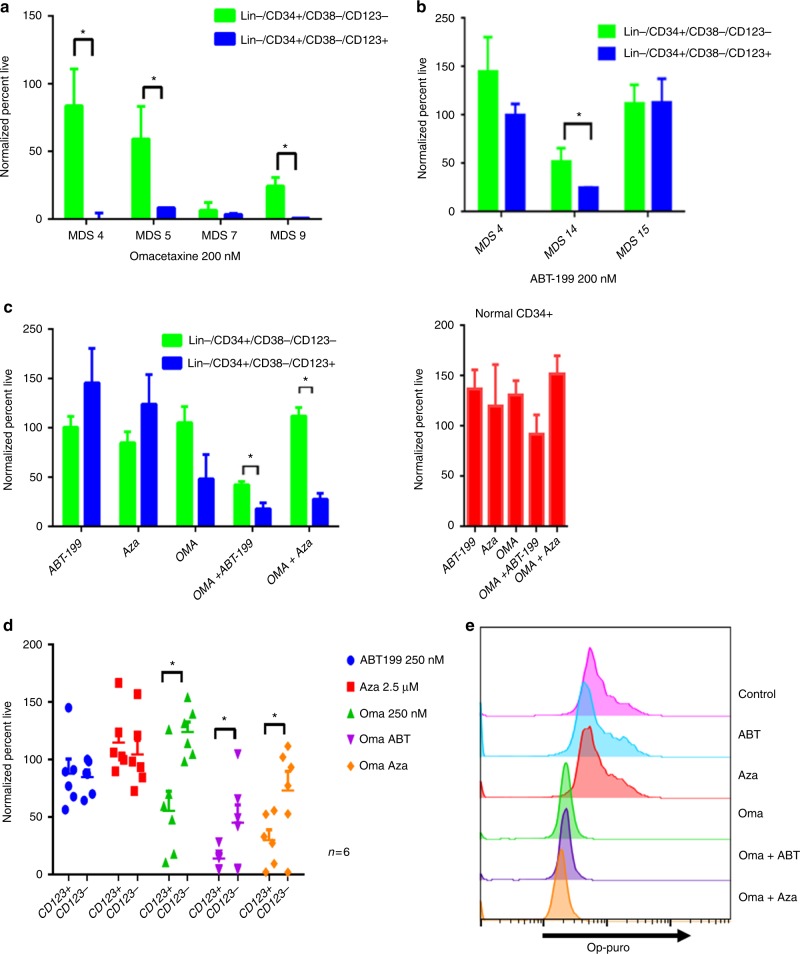
CD123 positive cells show differential sensitivity to multiple agents. Viability of primary MDS specimens following overnight culture in the presence of 200 nM omacetaxine, a protein synthesis inhibitor (**a**), or 200 nM ABT-199, a Bcl2 inhibitor (**b**). Data gated on CD123- vs. CD123+ primitive populations (Lin−/CD34+/CD38−). **c** Viability of a typical MDS specimen following overnight culture in varying drug conditions (left panel) in comparison to normal bone marrow CD34+ cells (right panel). ABT-199 (200 nm), OMA (omacetaxine, 200 nM), and Aza (azacitidine, 2.5uM). * indicates *p* < 0.01; bars represent mean ± S.D. from three replicates. **d** Six independent patient samples showing toxicity to drugs used in panel **c** comparing CD123+ vs. CD123- cells. **e** Protein synthesis levels following 4 h of treatment with omacetaxine,ABT-199, azacitidine, omacetaxine plus ABT-199, or omacetaxine plus azacitidine as indicated by OP-puromycin labeling. *p < .05 (two-tail *t*-test) error bars are S.D

The second major phenotype found to be deregulated in CD123+ cells was oxidative phosphorylation and redox status (Fig. 4 and supplementary fig. 6). We have previously reported that BCL2 inhibition acts to suppress oxidative phosphorylation in primary AML cells. Thus, we investigated the BCL-2 inhibitor ABT-199 (venetoclax) for treatment of MDS stem cells. As shown in Fig. 5b, ABT-199 alone shows preferential toxicity to CD123+ cells, albeit with varying degrees of efficacy. The single drug resistance to ABT-199 found in certain patients is overcome with the combination of a protein translation inhibitor (anisomycin or omacetaxine) (Fig. 5c and supplementary fig. 8B). Thus, the combination of inhibiting protein synthesis and BCL2-mediated events showed enhanced and selective targeting of CD123+ MDS stem cells. Notably, analysis of the underlying metabolic consequences of the combined drug treatment supports the role of oxidative phosphorylation in survival of MDS cells. As shown in supplementary fig. 5, treatment of primary MDS cells with either ABT-199 or omacetaxine alone impairs mitochondrial respiration. However, the combination of the two is markedly superior, with clear inhibition of basal oxygen consumption, maximal respiration, and ATP production (supplementary fig. 7). An additional component of the efficacy observed with combined ABT-199 and omacetaxine may involve suppression of MCL-1. As shown in supplementary fig. 2, we observe increased MCL-1 expression in CD34+/CD123+ MDS cells. Resistance to BCL-2 inhibition can be overcome via treatment with protein synthesis inhibitors, which down-regulate expression of MCL-1. Thus, our findings may be similar to those found by Klanova et al. in diffuse large B- cell lymphoma, where the combination of homoharringtonine (parent compound of omacetaxine) and ABT-199 was active^52^. This group hypothesized that the efficacy of combination treatment is due to targeting both BCL-2 and MCL-1^53,54^. We confirmed decreased MCL-1 levels upon treatment with omacetaxine in the MDS-L cell line (Supplementary fig. 8E).

Importantly, neither the combination of omacetaxine and ABT-199 or omacetaxine and azacitidine had a significant effect on normal primitive cells in vitro. There are no significant changes in CD34+ viability of mobilized normal peripheral blood (Fig. 5c) and little toxicity in CD34+/CD38− cells (Supplementary fig. 8D).

Taken together, the data from in vitro culture of primary MDS specimens with varying drug combinations indicates that inhibition of both protein translation and oxidative phosphorylation mediates effective targeting of MDS stem cells.

### Xenograft modeling to target MDS stem cell metabolism

To further evaluate the clinical potential of various agents for targeting of MDS stem cells we developed an in vivo patient bone marrow derived xenograft model of MDS. The system employs the use of primary MDS specimens transplanted into immune deficient NSG-S mice. Engraftment of MDS specimens is generally challenging. In most cases, only very low levels of engraftment are possible. However, in the context of high-risk disease we have been able to achieve highly significant engraftment (~50–80% of bone marrow cells). Figure 6a shows representative plots of the human CD45 staining of mouse marrow post-engraftment from four separate primary human MDS specimens. The immunophenotype of these four specimens is further analyzed in Fig. 6b with respect to CD34/CD38 and CD123 expression. Shown in Fig. 6c is an analysis pre- and post-transplant for a primary human MDS specimen. Genotyping of marrow cells isolated post-transplant (analyzed in total human cells as well as lineage- and CD34+/CD123+ populations) show an allelic frequency for a diagnostic IDH2 mutation at 39.8–43.0%, virtually identical to the allele frequency in the pre-transplant specimen (43.06%)(Supplementary fig. 9A). These data indicate that the malignant cells are effectively maintained in the xenograft environment. Subsequent phenotypic analysis shows that the CD123+ subpopulation of MDS/AML stem cells demonstrates more efficient and robust engraftment of NSG-S mice, indicating that CD123+ cells represent a more aggressive or AML-like stage of disease. Specifically, the Lin- compartment increases about 2-fold, the more primitive compartment (Lin−/CD34+/CD38−) increases approximately 4-fold (4.4–16.6%) and the CD123+ subpopulation of the stem cell population increases approximately 7-fold (1.6–12.3%) in comparing pre to post engraftment cell populations (Fig. 6c). Histological analysis of the marrow of engrafted mice shows residual evidence of MDS-like cells, but predominantly a blast-like phenotype, consistent with transition to more malignant disease (Fig. 6d)^55^. Lastly, examination of protein translation in human CD45+/Lin−/CD34+/CD38−/CD123+ MDS stem cells (isolated post-engraftment) shows a significant increase over the human CD45+/Lin−/CD34+/CD38−/CD123− cells (Fig. 6e, f). We also find similar differential translation rates of mature cells in the patient xenografts to lin+ cells in patient specimens (supplementary fig. 9C). The robust engraftment, immunophenotype, mutational background, and blast-like phenotype are very similar to previously described AML xenograft studies, and we propose that our findings represent a model of a transitional stage of pathogenesis that spans advanced MDS and possibly extends to early AML-like disease.

**Fig. 6:**
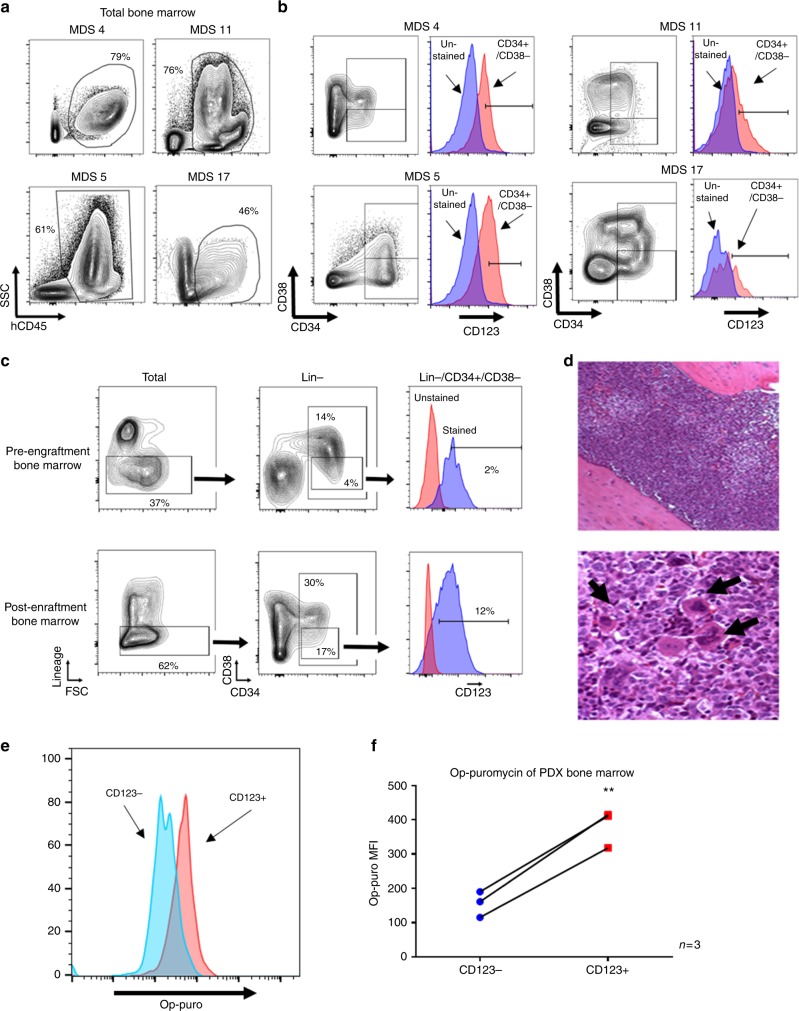
In vivo engraftment of high-risk primary MDS bone marrow specimens. Representative plots from 4 independent high risk MDS patient specimens engrafted in mice showing human CD45 staining (**a**), CD34/CD38 staining and CD123 staining (**b**). **c** Flow cytometry to analyze the immunophenoype of bone marrow specimens pre- and post-engraftment in NSG-S mice. **d** H&E staining of mouse femur post engraftment shows an abundance of blast-like cells as well as hypolobated megakaryocytes (arrows), indicative of acute disease evolving from antecedent MDS. **e** Representative plot of OP-puromycin labeling on cells derived from the marrow of xenograft mice. Labeling shown for CD123+ vs. CD123- cells, gated on CD45+/Lin−/CD34+/CD38−. **f** Aggregate data showing three independent patient xenografts stained for OP-puromycin as in panel **e**. ** indicates *p* < 0.01 (two-tail *t*-test) error bars are S.D

The establishment of a robust patient tissue derived xenograft allowed us to pre-clinically test the agents found to selectively target CD123+ cells in vitro. To this end, we employed xenografts established using specimens from three independent high-risk MDS patients (Fig. 7a, b). Drug treatments included single agent therapy with omacetaxine, ABT-199, and azacitidine and combination of omacetaxine with either ABT-199 or azacitidine. To evaluate overall drug activity, we first examined reduction of total human hematopoietic cells using the CD45 (pan-hematopoietic) antigen as a marker (Fig. 7a). We observed single agent toxicity of omacetaxine for human CD45+ cells in 2 of 3 patients. Single agent toxicity of ABT-199 and azacitidine for human CD45+ cells was also observed in 1 of 3 patients. Next, we examined drug activity in the stem cell compartment by gating on the CD34+/CD38−/CD123+ subpopulation (Fig. 7b). Notably, single agent toxicity of omacetaxine was observed for 2 of 3 patients in the more primitive cells. Each xenograft had a greater than or equal to 50% reduction in CD34+/CD38−/CD123+ cells with one patient having more than an 80% reduction in these cells. Thus, omacetaxine shows considerable single agent activity, when analysis is performed specifically within the primitive population. Interestingly, an examination of translation rates shows the xenograft with the least single agent efficacy correlates to the lowest translation rate in the MDS stem cells upon engraftment. The protein translation rate as measured by op-puro from CD123+ isolated from xenografted mice was ~25% less in the single agent insensitive patient xenograft (Fig. 6f). Significantly improved targeting was achieved using a combination of omacetaxine and ABT-199 or azacitidine, where effective elimination of both hCD45+ and CD34+/CD38−/CD123+ cells was observed (3 of 3 patients responded to the omacetaxine + ABT-199 combination, and 2 of 2 patients responded to the omacetaxine + azacitidine combination). Notably, in patient xenograft MDS4 the combination overcame the low single agent toxicity to eliminate the CD34+/CD38−/CD123+ cells almost completely. The potent eradication of MDS stem cells is in stark contrast to a lack of significant toxicity in parallel xenograft studies performed using normal human CD34+ cells. As shown in Fig. 7c, animals treated with either a combination of omacetaxine and azacitidine or omacetaxine and ABT-199 show very little effect in bulk cells and no significant effect in the CD34+/CD38− cells. To further explore the slight reduction in total CD45+ cells, we examined total CD34+ cells as well as CD19+ cells (B cell lineage) and CD33+ cells (myeloid lineage) (supplementary fig. 10A). For the omacetaxine and ABT-199 regimen, we detect approximately two-fold reductions in all compartments tested. For omacetaxine and azacytidine, there is no significant loss of CD34+ cells, and only a slight loss of CD19+ cells. A small enrichment in CD33+ cells suggests a selection for myeloid cells over the 2 week treatment (supplementary fig. 10A). In support of protein synthesis as the central mechanism of cell death, we observe that residual MDS cells recovered from treated MDS xenograft mice demonstrate reduced labeling with OP-puro (Fig. 7d). The toxicities found in normal xenografts correlate with translation rates of normal BM (supplementary fig. 10B). We find decreased translation rates in CD34+/CD38− cells and see no significant toxicity to either drug regimen in vivo. We see increased translation in the lin+ and lin−/CD34+ in normal BM and a corresponding small increase in toxicity for these populations in the normal xenografts (supplementary fig. 10).

**Fig. 7:**
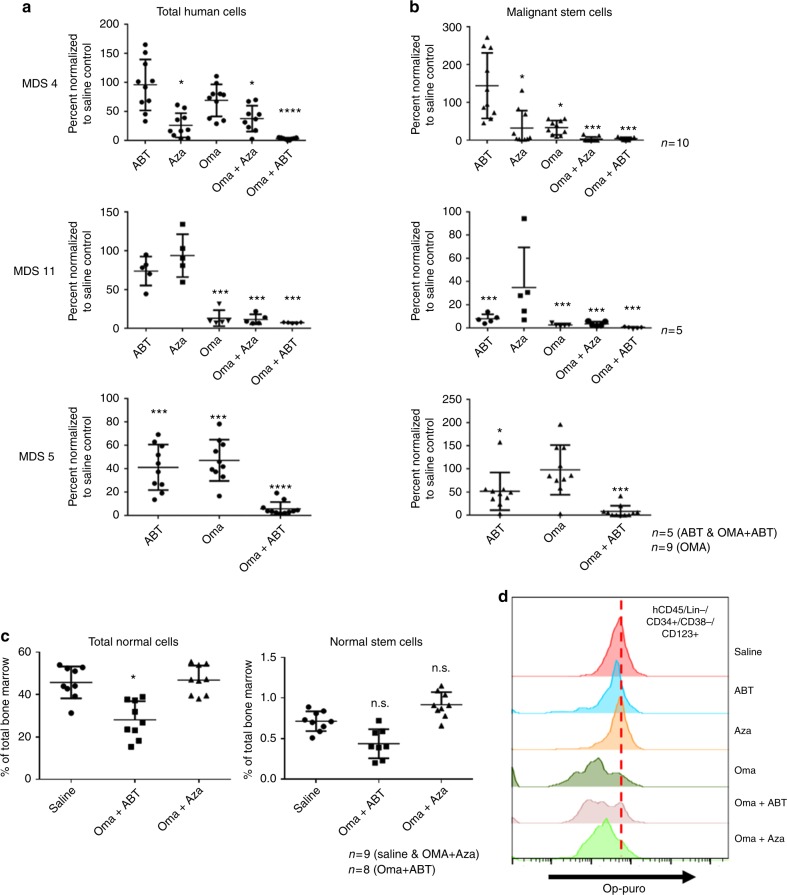
In vivo treatment of primary human MDS xenografts with omacetaxine mepesuccinate, ABT-199, and azacitidine. High-risk MDS patient bone marrow samples from three independent patients (**a**, **b**) or normal human CD34+ cells (**c**, **d**) were used to establish xenografts in NSG-S mice. After engraftment (~8 weeks post-transplant), animals were dosed daily with omacetaxine (Oma) alone (0.75–1.0 mg/kg) or in combination with ABT-199 (ABT) (50–100 mg/kg) or azacitidine (Aza) (1.5–3 mg/kg) for two weeks. Following treatment, human cell burden was measured by flow cytometry using antibodies specific to human CD45, lineage cocktail, CD34, CD38, and CD123. Graphs reflect total numbers of positive cells normalized to vehicle control animals. **a** Bulk human MDS cells (hCD45+). **b** MDS stem cells (hCD45+/Lin−/CD34+/CD38-/CD123+). **c** Total normal human cells (hCD45+) and normal stem cells (hCD45+/Lin−/CD34+/CD38−). Graphs reflect numbers of positive cells normalized to vehicle control animals or percentage of total bone marrow. * indicates *p* < 0.05; *** indicates *p* < 0.001 (*t*-test) error bars are S.D. **d** Representative OP-puromycin labeling of xenograft bone marrow cells following treatment with single and combination agents (gated on the hCD45+/Lin−/CD34+/CD38−/CD123+ population)

## Discussion

Approximately 30% of high-risk MDS patients will progress to AML, making therapies that can suppress malignant populations at relatively early stages of disease evolution an appealing strategy. While the pathogenic progression from low-risk to high-risk MDS and ultimately to AML is well described, relatively little is known about evolution of the malignant stem cell population. Moreover, no clinical strategies for targeting the MDS stem cell population have been described, despite the clear potential of eradicating malignant stem cells prior to the onset of frank AML. Central to developing improved therapies is a closer examination of the primitive cells involved in the initiation/pathogenesis of MDS and understanding the key molecular events that drive disease progression.

In the present study, we investigated the phenotype and molecular properties of MDS stem cells of high-risk MDS patients. We examined patient bone marrow specimens with respect to immunophenotype, gene expression, cell biology, metabolic properties, and drug sensitivity. Our findings indicate that expression of CD123 within the stem cell population (CD34+/CD38−/Lin−) provides a powerful tool to identify and separate more advanced stages of malignancy from either normal stem cells or malignant stem cells at earlier stages of pathogenesis. The expression level of CD123 in the stem cell population was variable, but readily detected in all high risk MDS patients tested and represents a unique identifier of late pathogenic events as MDS transitions to AML. The expression of CD123 has previously been shown to be a highly consistent property of AML LSCs and has been studied as a phenotypic marker and therapeutic target^16,47,56^.

Our initial molecular analyses investigated transcriptomic properties of CD123+ stem cells. The comparison of Lin−/CD34+/CD38−/CD123+ to the bulk specimen and Lin−/CD34+/CD38−/CD123− showed several distinguishing characteristics; however, by far the most prevalent was activation of pathways associated with protein synthesis. This is an intriguing finding, particularly given recent studies demonstrating a central role for protein synthesis levels in the control of self-renewal and differentiation in normal HSCs^19^. While upregulation of protein synthesis has previously been described for both solid tumors and leukemia^57–60^, the role of protein synthesis in malignant stem cells is not well described. One study by Majeti et al. reported increased expression of ribosome pathway genes in AML stem cells, consistent with our findings in MDS^61^. Thus, the hypothesis that protein synthesis increases upon transition to AML is in good agreement with previous AML studies. Further, a previous study by McGowan et al. has shown that in comparison to normal HSCs, the MDS stem cell population displays reduced expression of ribosomal subunits^62^. This finding suggests the intriguing hypothesis that myeloid disease progression is characterized by an initial reduction in protein synthesis (during early to mid stages of MDS), manifesting dysfunction in marrow cell growth, subsequently followed by a re-activation of protein synthesis as a requisite step in progression to AML. Taken together, these findings indicate that a better understanding of protein synthesis as a regulator of overall stem cell physiology and metabolism in MDS/AML may provide new opportunities for therapeutic intervention.

Despite the clear increase in protein synthesis observed for CD123+ MDS stem cells, we did not detect increased cell proliferation. This somewhat counterintuitive finding is consistent with previous studies in AML, where the LSC population has been reported to be mostly quiescent^12,63^. The quiescent nature of CD123+ MDS stem cells suggests that elevated protein synthesis must be playing a role in physiological processes other than cell division. Indeed, our metabolomic analysis indicates profound changes in several intracellular processes, including energy metabolism and oxidative balance. Specifically, we see increased utilization of oxidative phosphorylation. Our previous work in AML demonstrated that LSCs are uniquely reliant on oxidative phosphorylation for survival. Hence increased oxidative phosphorylation activity as cells transition from MDS to AML is consistent with our AML studies. Furthermore, reports in both melanoma and pancreatic cancer have shown a preferential reliance on oxidative phosphorylation for survival of malignant stem cells, suggesting that this fundamental aspect of energy metabolism may be a broadly shared property of other neoplasms^43,44^.

Our work has also shown that Bcl-2 inhibitor drugs function to rapidly inhibit oxidative phosphorylation, prompting us to further evaluate toxicities previously found with such agents in MDS^64^. The data indicate that CD123+ MDS stem cells are impaired by Bcl-2 inhibition. Bringing the protein synthesis and metabolism findings together, we demonstrate selective and potent eradication of MDS stem cells using both cultured primary cells and xenograft models. Importantly, combination of drugs that inhibit protein synthesis (omacetaxine) and oxidative phosphorylation (omacetaxine & ABT-199) appears to be additive to synergistic, without increased toxicity to normal HSCs, including in vivo. The agents employed for our preclinical studies are currently approved for human use, thereby providing immediate opportunities for clinical translation and the design of trials aimed at directly targeting the most malignant elements of the MDS stem cell population. Using either ABT-199 or omacetaxine in combination with azacitidine is a particularly appealing strategy, since 5-azacitidine already has proven utility for at least some MDS patients^65^. Thus, it may be possible to design strategies that combine both direct targeting of MDS stem cells and the suppression of bulk disease while sparing normal HSCs.

In conclusion, our studies describe key molecular events that occur during the progression of late stage MDS to AML. The findings provide the ability to physically isolate and study a key step in pathogenesis and to develop new therapeutic strategies that may ultimately yield improved clinical outcomes.

## Methods

### Human specimens

MDS specimens were obtained from bone marrow of patients who gave informed consent for sample banking at the University of Colorado (COMIRB #12-0173 and 06-0720). Normal bone marrow and normal cord blood specimens were obtained from volunteer donors who gave informed consent on a research review board-approved protocol at the University of Colorado. Total MNCs were isolated from normal bone marrow or normal cord blood donor specimens by standard Ficoll procedures as previously done^56^ (GE Healthcare). See Supplementary Table 3 for additional details on human specimens.

### Cell culture and media

Primary cells were cultured as previously done in Pei et al.^66^. Primary human AML cells, normal cord/peripheral blood mononuclear cells (CBMCs/PBMCs) were resuspended at about 100–200 e^6^ cells per ml in freezing media composed of 50% FBS (GE Healthcare), 10% DMSO (Sigma) and 40% IMDM media (Gibco) and then cryo-preserved in liquid nitrogen. Cells were thawed in 37 °C water bath, washed twice in thawing media composed of IMDM (Gibco), 2.5% FBS (GE Healthcare) and 10 ug/ml DNAse (Sigma). Normal CD34+ CBMCs/PBMCs were enriched from CBMCs/PBMCs using the CD34 MicroBead kit (Miltenyi Biotec). Cells were cultured in normal or complete serum-free media (SFM) in 37 °C, 5% CO_2_ incubator. Normal SFM is composed of IMDM (Gibco), 20% BIT 9500 (STEMCELL Technologies), 10ug/ml LDL (Low Density Lipoprotein, Millipore), 55uM 2-Mercaptoethanol (Gibco) and 1% Pen/Strep (Gibco). Complete SFM were made by supplementing the normal SFM with FLT-3, IL-3 and SCF cytokines (PeproTech), each at 10 ng/ml. MDS-L cells were a generous gift from Daniel Starczynowski and grown in RPMI-1640 medium with 10% FBS, 1% penicillin-streptomycin and supplemented with 10 ng/ml IL-3^67^.

### Flow cytometry

After each treatment, cells were washed with ice-cold FACS buffer (PBS with 0.5% FBS) and then stained for 15 min at 4 °C in FACS buffer containing antibodies against human CD34 (BD Biosciences), CD38(BD Biosciences), Lineage cocktail (BD Biosciences), CD123(BD Biosciences), CD90, (BD Biosciences), CD45(BD Biosciences), and Near IR live dead (Invitrogen). The measurements of intracellular proteins were assayed per the Fix Perm kit (BD Biosciences) and stained for RPL5 (ImageBio). For measurement of ROS, CellRox (Invitrogen) was used to measure per manufacturer's protocol. Stained cells were analyzed immediately on a FACS Celesta cytometer (BD Biosciences). In order to isolate specific subpopulations, the cells were stained as above and a FACS Aria II (BD Biosciences) was used to viably sort cells for further assays. Data were analyzed and prepared via FlowJo^TM^ (Treestar).

### Droplet digital PCR

Bone marrow or peripheral blood samples were either lysed whole or Ficoll-separated and the mononuclear cell population lysed for DNA. Genomic DNA extraction was performed using the QIAamp DNA Mini kit (Qiagen), and quantity and purity were measured via Nanodrop.

Droplet digital PCR assays for common AML-associated mutations were designed either by our lab or obtained pre-designed from RainDance Technologies. These assays utilize common forward and reverse primers which span a single nucleotide polymorphism (SNP) of interest, as well as competitive TaqMan probes for wild-type and mutant alleles (labeled with VIC or FAM fluorophores, respectively). All assays were validated via quantitative PCR as well as droplet digital PCR to ensure optimal annealing temperatures and minimal false positive reads, using no template controls and known wild-type DNA samples for reference. Limit of detection in our hands is 0.01% using 100 ng of DNA template, and 0.005% using 1 ug of DNA template.

For patient sample series, 100 ng of DNA was added to a PCR master mix containing gene-specific primers and probes, droplet stabilizer, and ABI TaqMan Genotyping Master Mix (catalog number 4371355). PCR samples were loaded onto a RainDance Source chip, which was then inserted into the RainDance Source instrument to generate picoliter-size droplets containing individual molecules of DNA template. Dropletized samples were subjected to standard PCR using assay-optimized annealing temperatures. PCR-amplified samples were then placed into a droplet reader (RainDance Sense instrument) which counts individual droplets as “negative”, “FAM-positive,” or “VIC-positive.” Data was generated as.fcs files, which was then analyzed with RainDrop Analyst II software. Allele frequencies are expressed as the percentage of mutant (FAM)-positive droplets relative to the total number of positive droplets (FAM+ VIC).

### Mass cytometry

These samples were processed and stained as described in Amir et al.^68^. Briefly, frozen aliquots of cells were thawed in 98% IMDM + 2% FBS + DNase I. Thawed cell pellets were immediately re-suspended in PBS containing 5 µM Cell-ID Cisplatin (Fluidigm) and incubated for 5 min at room temperature. Cells were washed one time with cell staining buffer and fixed using 2% formaldehyde for 10 min at room temperature. Fixed cells were washed with cell staining media (low barium PBS + 0.5% bovine serum albumin + 0.02% sodium azide) and incubated for 30 min at room temperature in surface epitope metal conjugated antibodies (Supplementary Table 4). Surface stained cells were washed twice and re-suspended in cold methanol for 30 min at 4 °C. Methanol permeabilized cells were washed one time and re-suspended in intracellular epitope metal conjugated antibody mix for 1 h at room temperature. Stained cells were washed once before incubation in 0.5 µM Cell-ID Intercalator-Ir (Fluidigm). Fixed and stained cells were washed two times in cell staining media and re-suspended at (2.5–5) × 10^5^ /ml in water before being run on CyTOF instrument.

Data was analyzed utilizing the SPADE3 algorithm which was used to visualize and interpret data^69^. The analysis was carried out in MATLAB per the original references. The Auto Suggest Annotation of SPADE3 was utilized to decide clustering.

### Translation assay

In order to evaluate protein translation cells were stained as above and the OP-Puro Assay kit (Invitrogen) was used per the manufacturer instructions to evaluate translation. Briefly, cells were surface stained and incubated with OP-puromycin substrate, fixed, and Click-IT chemistry was used to evaluate levels of staining. Stained cells were analyzed immediately on a FACS Celesta cytometer (BD Biosciences). Data was analyzed and prepared via FlowJo.

### In vivo treatment of xenografts

Animal experiments were conducted in accordance with an approved protocol (IACUC #0308) at the University of Colorado. NSG-S mice were conditioned 24 h prior to transplant with 25 mg/kg busulfan via IP injection. MDS patient bone marrow mononuclear cells (0.8–1.0e^6^) were transplanted via tail vein in a final volume of 0.1 ml of PBS with 0.5% FBS. After 6–10 weeks based on engraftment levels, animals were separated to treatment and control groups (10 animals per group) and received either ABT-199 (50 mg/kg, oral gavage for 5 daily doses, 2 days off and 5 daily doses), omacetaxine (0.5 mg/kg or 0.75 mg/kg IP daily for 5 daily doses, 2 days off and 5 daily doses), azacitidine (1.5 mg/kg or 3.0 mg/kg IP every other day for 2 weeks) or vehicle. After treatment, mice were sacrificed and human engrafted cells were evaluated by flow cytometry, droplet digital PCR, and H&E staining.

### RNA-seq

The TruSeq RNA Sample Preparation Kit V2 (Illumina) was used for next generation sequencing library construction per the manufacturer’s protocols. Amplicons are ∼200–500 bp in size. The amplified libraries were hybridized to the Illumina single end flow cell and amplified using the cBot (Illumina). Single end reads of 100 nucleotides were generated for each sample and aligned to the organism specific reference genome. Raw reads generated from the Illumina HiSeq2500 sequencer were de-multiplexed using configurebcl2fastq.pl version 1.8.4. Quality filtering and adapter removal was performed using Trimmomatic version 0.32 with the following parameters: “SLIDINGWINDOW:4:20 TRAILING:13 LEADING:13 ILLUMINACLIP:adapters.fasta:2:30:10 MINLEN:15”. Processed/cleaned reads were then mapped to the UCSC hg19 genome build with SHRiMP version 2.2.3 with the following setting: “–qv-offset 33 -all-contigs.”

### Extraction of metabolites and metabolomic analysis

Sorted MDS patient bone marrow cells were pelleted and immediately extracted in ice-cold lysis/extraction buffer (methanol:acetonitrile:water 5:3:2) at 2 million cells per ml. Samples were then agitated at 4 °C for 30 min and centrifuged at 10,000 × *g* for 15 min at 4 °C. Protein and lipid pellets were discarded, whereas supernatants were stored at −80 °C before metabolomic analyses. Metabolomic analyses were performed as previously reported^66^. Analyses were performed using a Vanquish UHPLC system (Thermo Fisher Scientific, San Jose, CA, USA) coupled online to a Q Exactive mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA). Cell extracts (20 μl) we resolved using a 15 min method on an Acquity UPLC BEH Amide Column, 2.1 × 100 mm, 1.8 µm particle size (Waters, Milford, MA, USA) run at 350 µl/min and 35 °C (mobile phases—A: 5% acetonitrile, 10 mM ammonium acetate, pH 10.0; B: 95% acetonitrile, 10 mM ammonium acetate, pH 10.0 adjusted with MS grade ammonium hydroxide). The UHPLC system was coupled online with a Q Exactive system (Thermo Fisher Scientific) scanning in full MS mode (2 μscans) at 70,000 resolution in the 60–900 *m*/*z* range, 4-kV spray voltage, 15 sheath gas and 5 auxiliary gas operated either in negative and positive ion mode. Calibration was performed before each analysis against positive or negative ion mode calibration mixes (Thermo Fisher Scientific) to ensure sub-ppm error on the intact mass. Upon conversion of.raw files into.mzXML format using MassMatrix, metabolite, and isotopologue assignments were performed using the software Maven following the rationale described by Buescher et al.^70^. Assignments were further confirmed by chemical formula determination from isotopic patterns and accurate intact mass and retention times against over 650 standards, including commercially available glycolytic and Krebs cycle intermediates, amino acids, glutathione intermediates, and nucleoside phosphates (Sigma, IROATech).

### Statistical analysis

All statistical tests between two groups were done with GraphPad Prism software using unpaired two-tailed *t* test unless otherwise noted in legend.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. RNA sequencing data that support the findings of this study have been deposited in GEO with the accession codes GSE116100.

# Supplementary material for: Characterization and targeting of malignant stem cells in patients with advanced myelodysplastic syndromes
**Source:** Nat Commun. 2018 Sep 12;9:3694. doi: 10.1038/s41467-018-05984-x
**Supplement:** Supplementary file 1 — Supplementary Information

# **Characterization and Targeting of Malignant Stem Cells in Patients with Advanced Myelodysplastic Syndromes**

**Stevens et. al.**

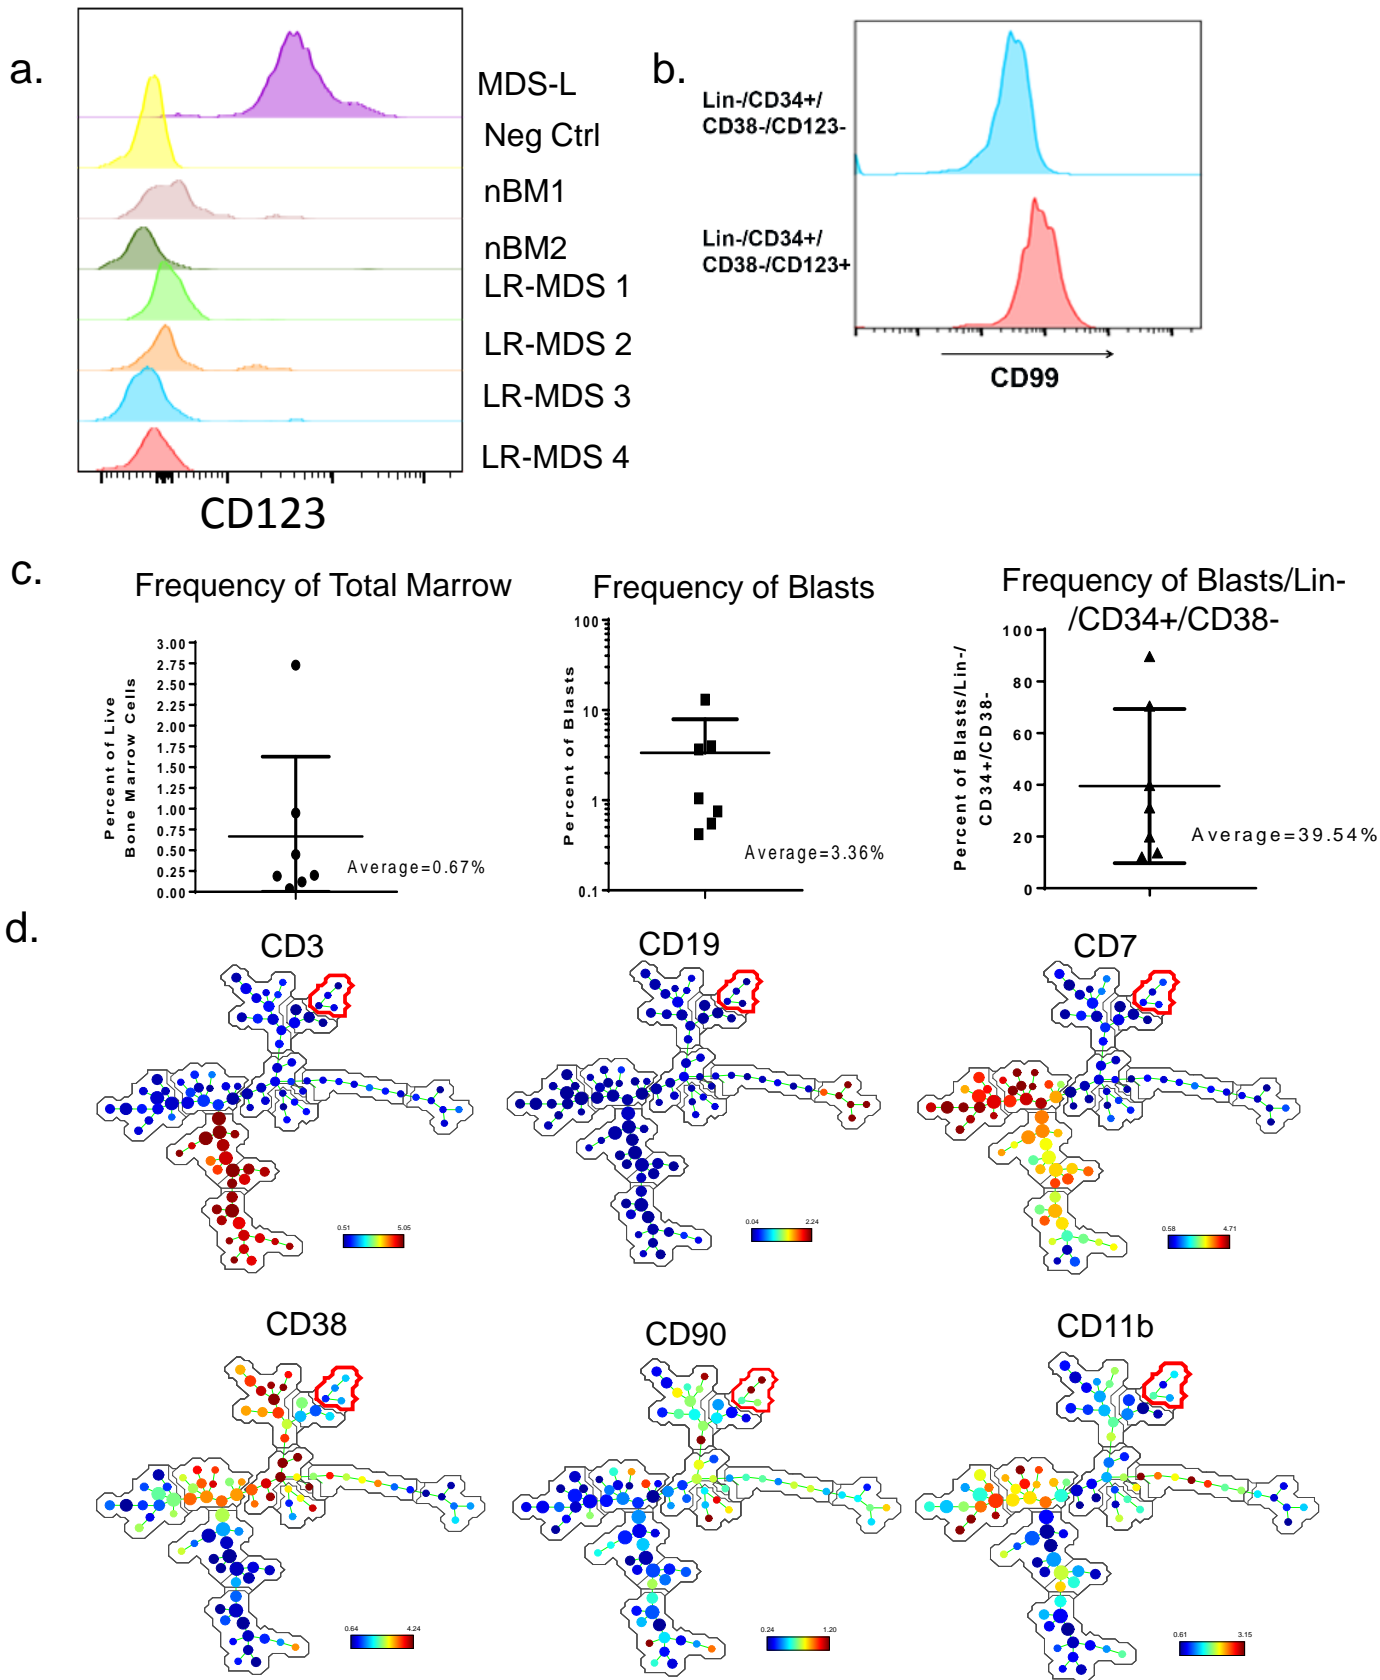

**Supplementary Figure 1. CD123 flow and cytof characterization.** (a) CD123 Expression in multiple low-risk MDS samples. Patient bone marrow specimens were stained for lineage markers, CD34, CD38, and CD123. Plots represent CD123 expression in the Lin-/CD34+/CD38- subpopulation. CD123 expression is negative in both normal BM and low risk MDS specimens. MDS-L cell line shown as positive control. (b) Representative plot of CD99 Expression in high-risk MDS samples. Patient bone marrow specimens were stained for lineage markers, CD34, CD38, CD123, and CD99. Plots represent CD99 expression in the Lin-/CD34+/CD38-/CD123+ vs CD123- subpopulation. (c) Frequency of Lin-/CD34+/CD38-/CD123+ cells in total bone marrow, blasts, and CD34+/CD38- subpopulations error bars are s.d. n=7 (d) Heatmap of CyToF clustering surface phenotype of Spade clusters in Fig 1a including CD123+ cluster that expresses TIM3, HLA-DR, CD90 but not CD38.

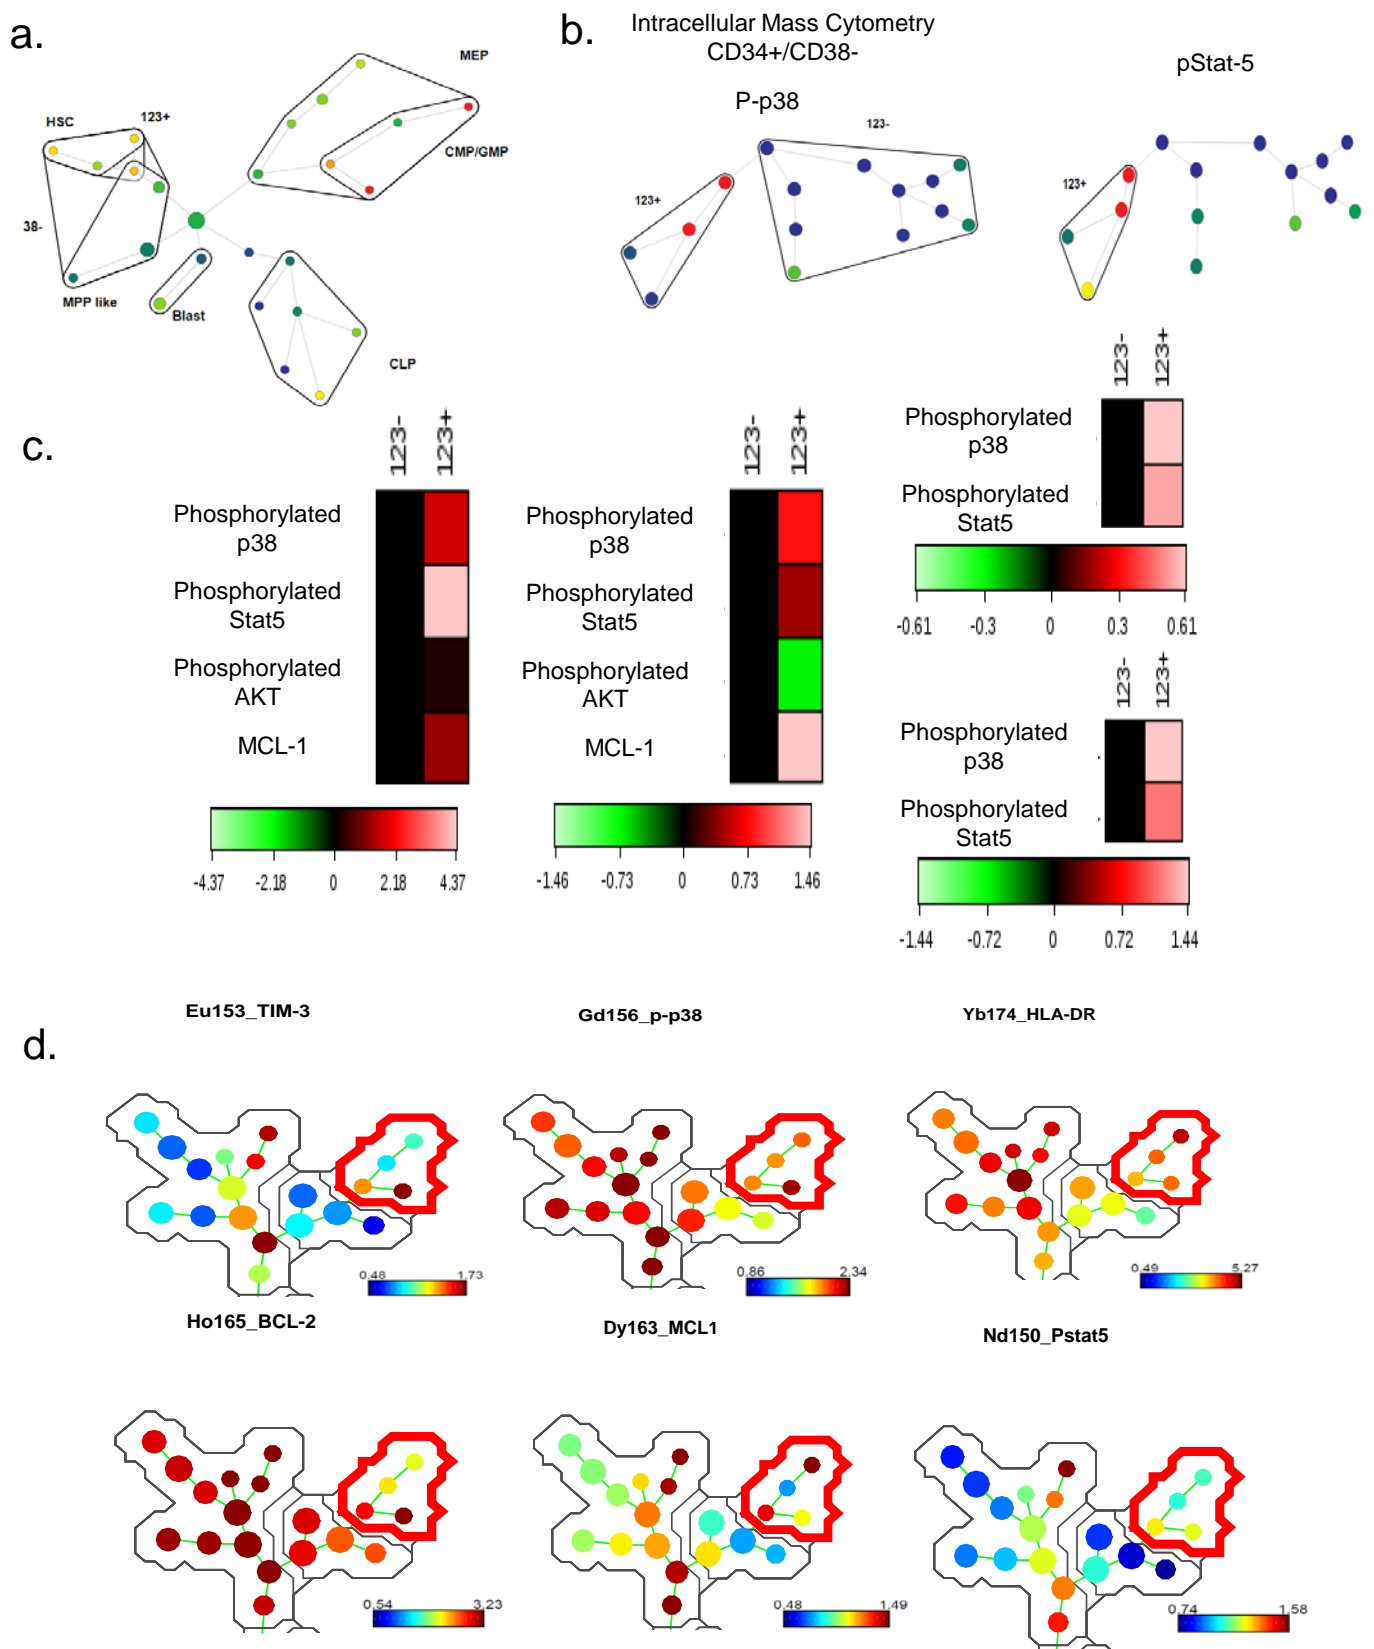

**Supplementary Figure 2. Intracellular signaling in high-risk MDS patient specimens.** Patient bone marrow specimens were labeled for mass cytometry and analyzed using the SPADE algorithm. (a) SPADE analysis of CD34+ population of MDS specimens grouping nodes by traditional immunophenotypic markers of stem and progenitor cells. Diagram is colored by CD123 expression. (b) Analysis of the CD34+/CD38- subpopulation for phosphorylated p38 (P-p38) and phosphorylated Stat5 (pStat5). Data is shown as the ratio of mean expression between Lin/CD34+/CD38- and CD123- vs. CD123+ subpopulations. (c) Relative levels of indicated signaling pathways in comparing the CD123- vs. CD123+ MDS stem cell populations. (d) Spade analysis of CD34+ subpopulations for intracellular and surface antigens from the same patient specimen shown in Figure 1.

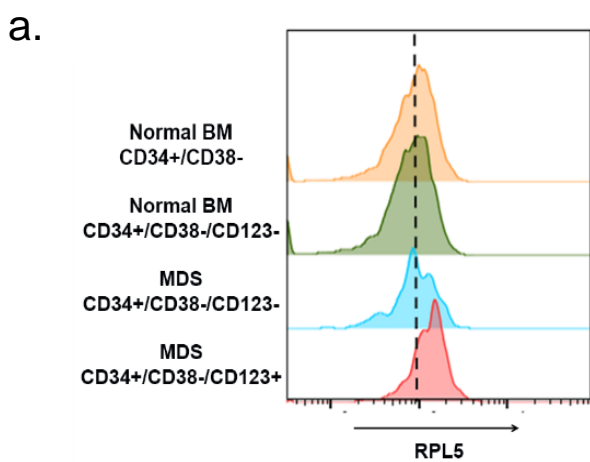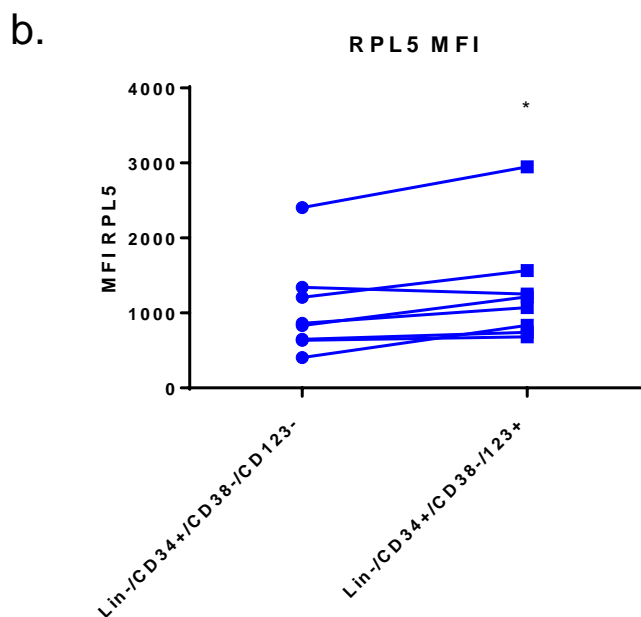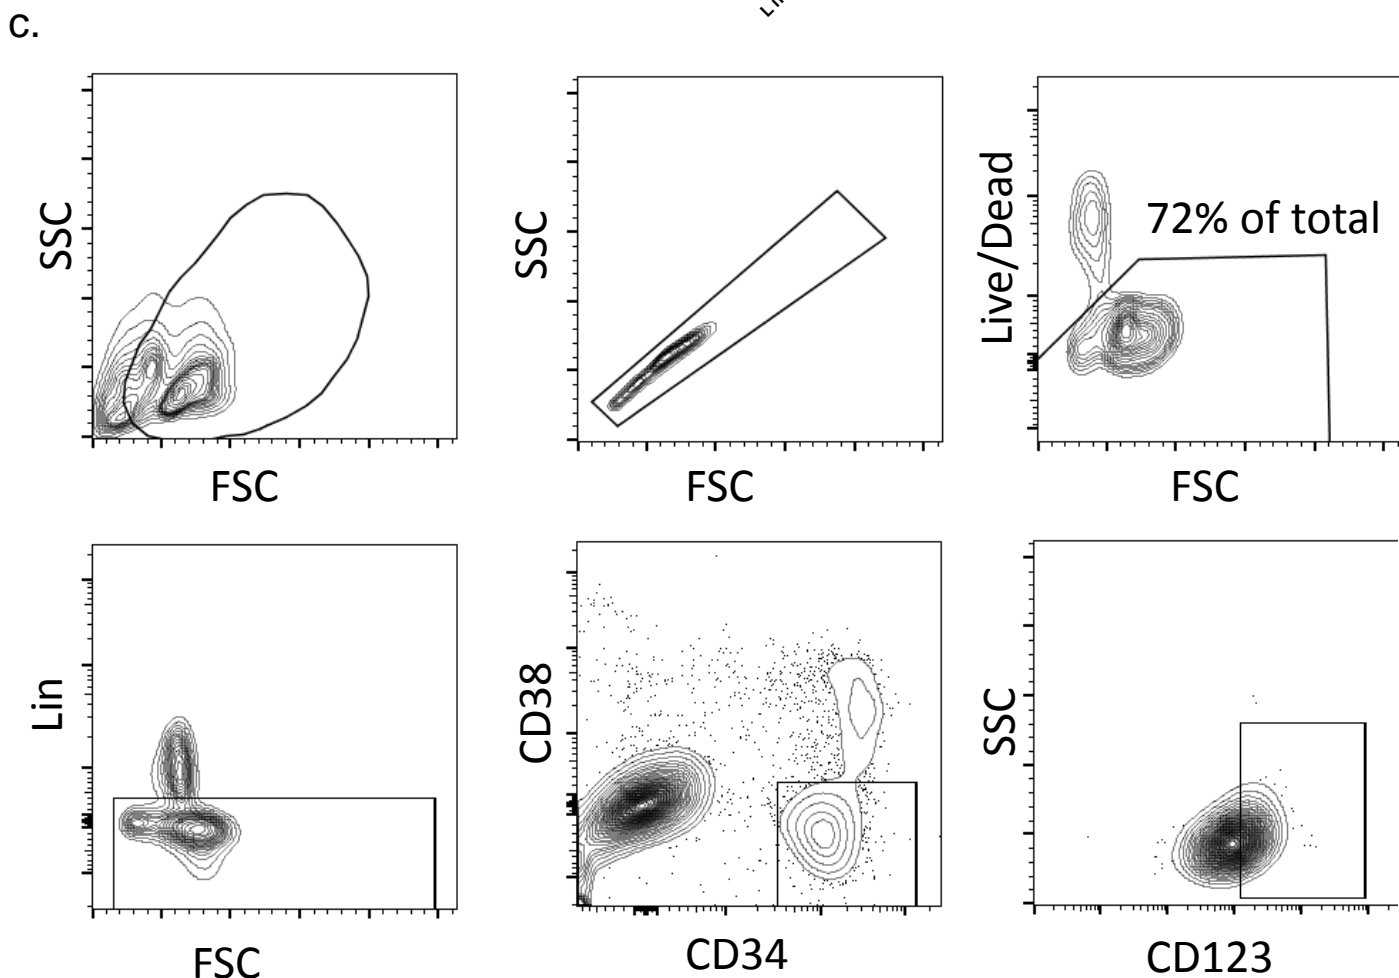

**Supplementary Figure 3. Representative flow staining of MDS patient specimens.**(a) RPL5 analysis by flow cytometry of a normal vs. a representative high-risk MDS specimen comparing Lin-/CD34+/CD38-/CD123+ vs CD123- subpopulations. The data shows a significant increase in CD123+ RPL5 mean fluorescent intensity. (b) Aggregate flow cytometry RPL5 expression data for 6 independent high-risk MDS specimens. \* $p < 0.05$  (paired t-test) (c) Representative staining of cultured primary cells. Cell plots show analysis of stained control cells for in vitro drug dosing experiments.

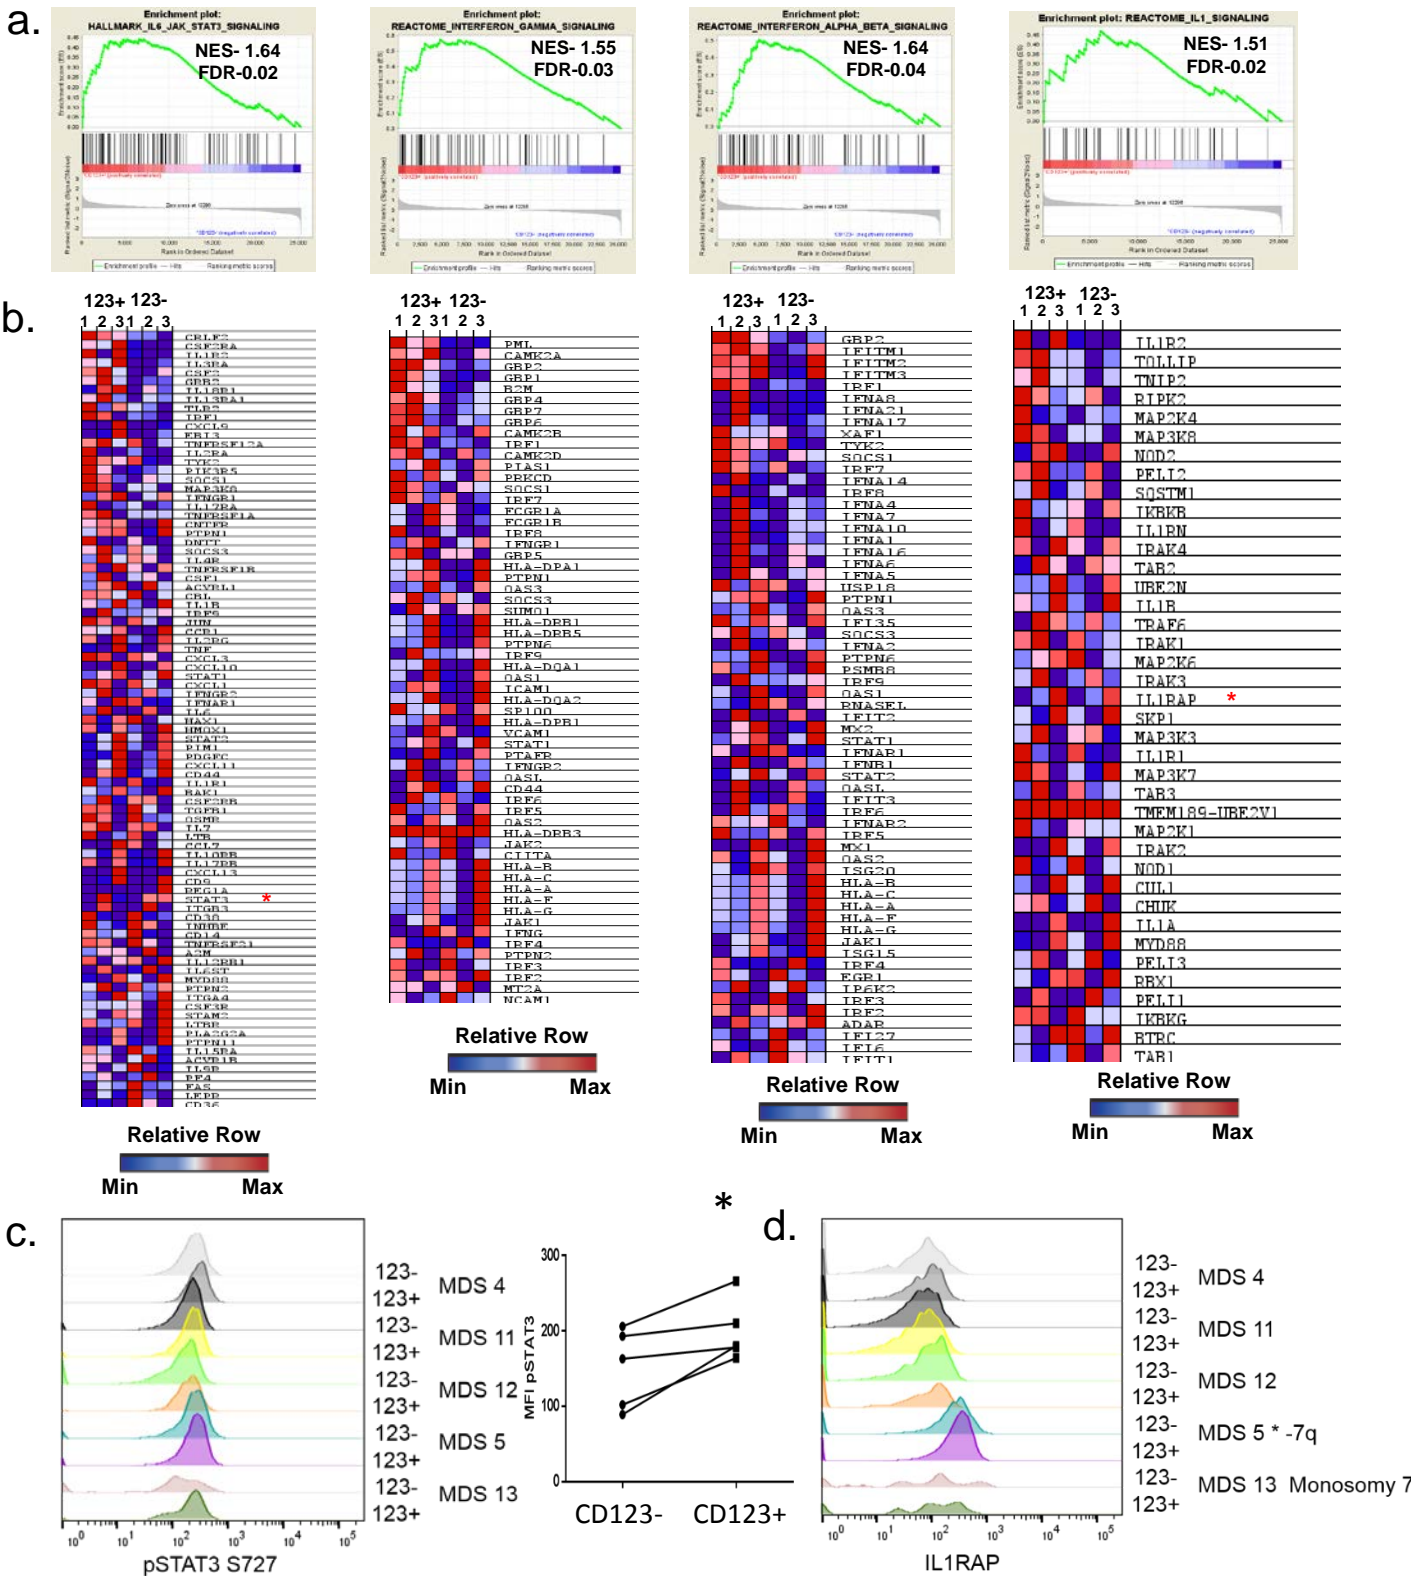

**Supplementary Figure 4. Whole transcriptome analysis shows an up-regulation of multiple pathways in CD123+ MDS cells.** RNA-seq was performed on Lin-/CD34+/CD38-/CD123+ or Lin-/CD34+/CD38-/CD123- primary MDS BM cells from three independent patients. (a) Using Enrichment map algorithm, top pathways and groups of pathways were delineated in CD123+ versus CD123- cells. Representative enrichment plots for gene sets in table 2 B and corresponding heat maps of gene expression from gene sets (b). (c) One of the most significantly enriched pathways shown in A and B was the STAT3 pathway. Analysis of 5 patient samples comparing Blasts/Lin-/CD34+/CD38-/CD123+ versus Blasts/Lin-/CD34+/CD38-/CD123- for levels of phosphorylated STAT3 at Serine 727 shows a small but significant increase in CD123+ subpopulation phosphorylation. \* $p < 0.05$  (t-test)  $n = 5$  (d) Increases in IL1 signaling found in gene set enrichment analysis are not due to IL1RAP expression. . Analysis of 5 patient samples comparing Blasts/Lin-/CD34+/CD38-/CD123+ versus Blasts/Lin-/CD34+/CD38-/CD123- for levels of IL1RAP show elevation in chromosome 7 mutated specimens but no differential between CD123+ and CD123-  $n = 5$ .

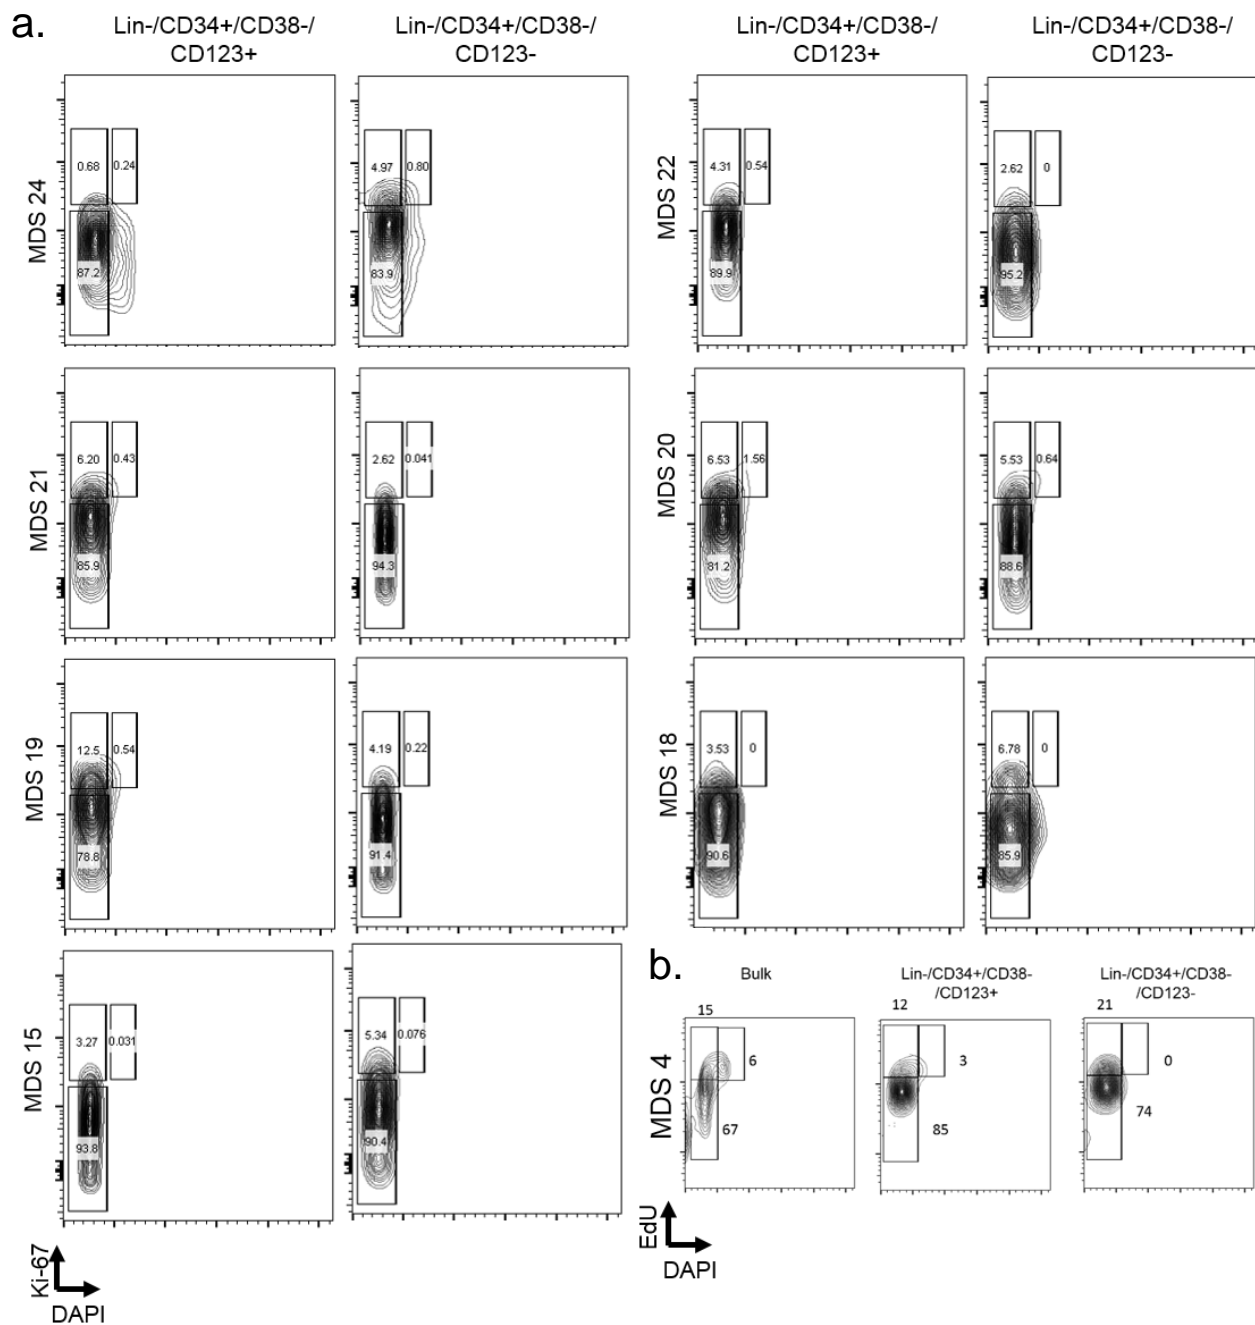

**Supplementary Figure 5. Cell cycle analysis of MDS patient specimens.** Cell cycle analysis of a representative MDS specimens from Figure 3D showing Blasts/Lin-/CD34+/CD38-/CD123+ vs Blasts/Lin-/CD34+/CD38-/CD123- stem cell populations stained for Ki67 and DAPI (a) or Ki67 and EdU (b).

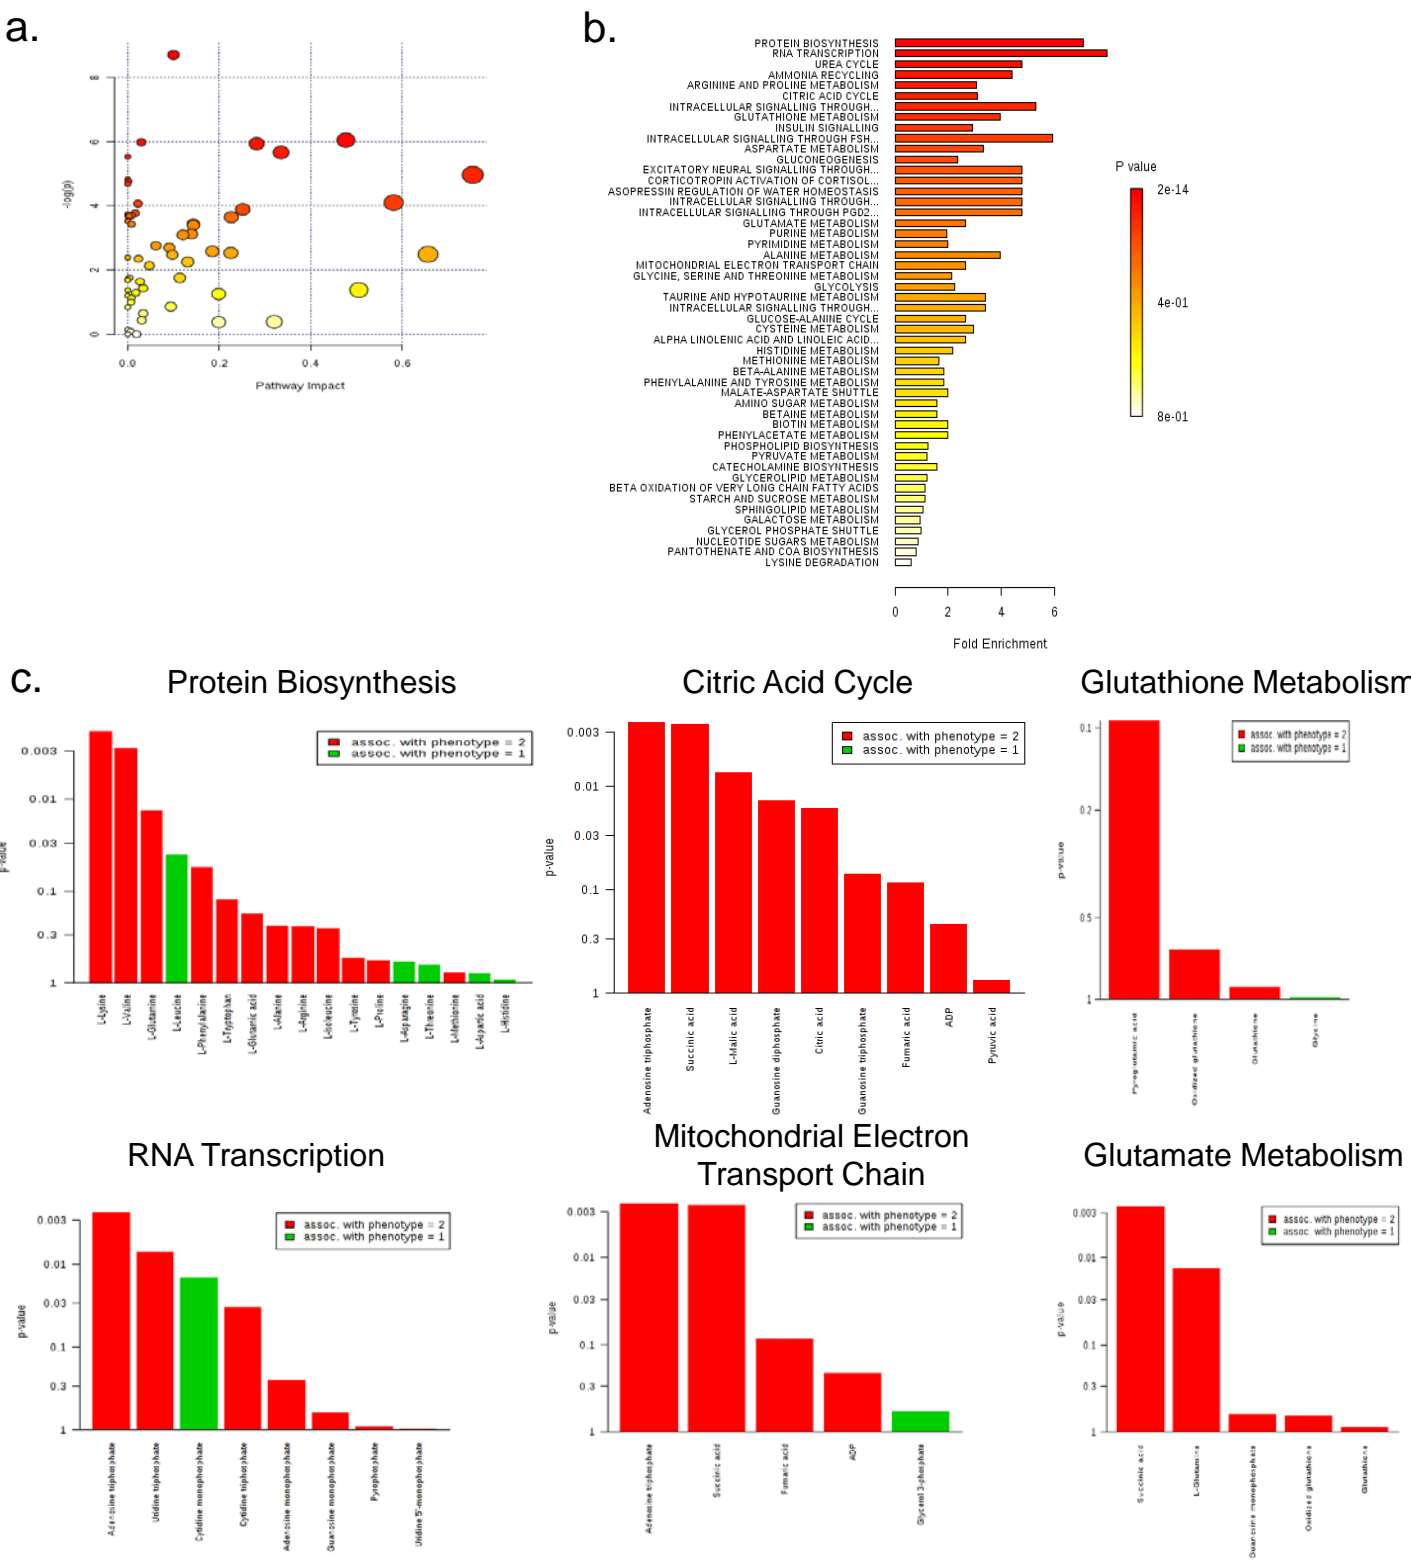

**Supplementary Figure 6. Lin-/CD34+/CD123+ cells exhibit a different metabolic phenotype than Lin-/CD34+/CD123- cells.**

MDS stem cells were isolated from patient marrow specimens and subjected to LC-MS metabolite analysis. (a-b) Comparisons of enriched pathways in Lin-/CD34+/CD123+ cells are shown. The fold enrichment by pathway impacted is plotted in panel a, where significance is shown on the vertical axis and metabolic impact (as assessed by Metaboanalyst software) is shown on the horizontal axis. Specific pathways enriched are shown in panel b. These data show increased translation and alterations in multiple metabolic pathways including energy metabolism (e.g. Citric Acid Cycle) and redox metabolism (e.g. Glutathione metabolism). (c) Individual metabolites contributing to pathway differences represented as p value of difference between CD123+(red) and CD123-(green).

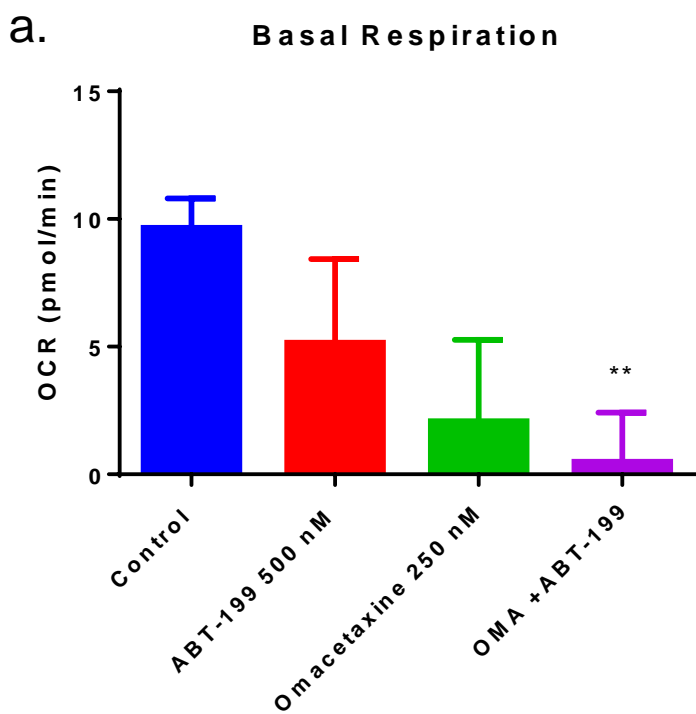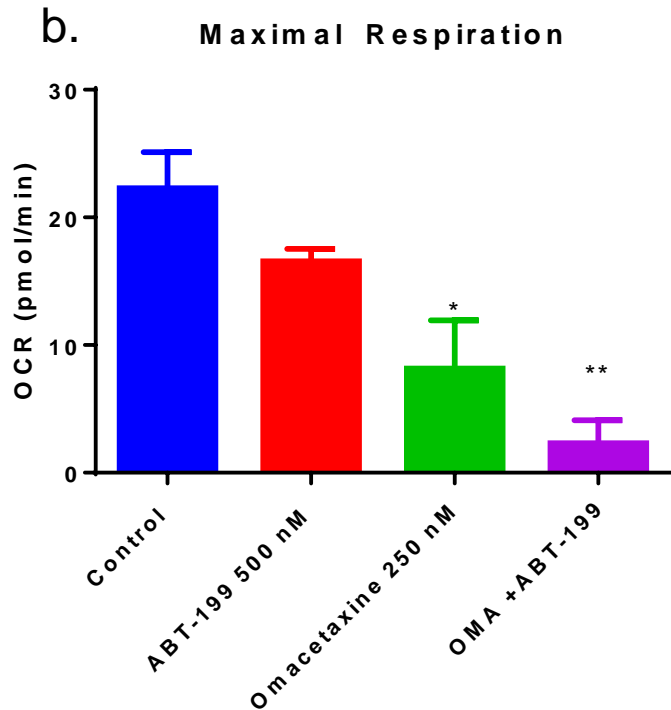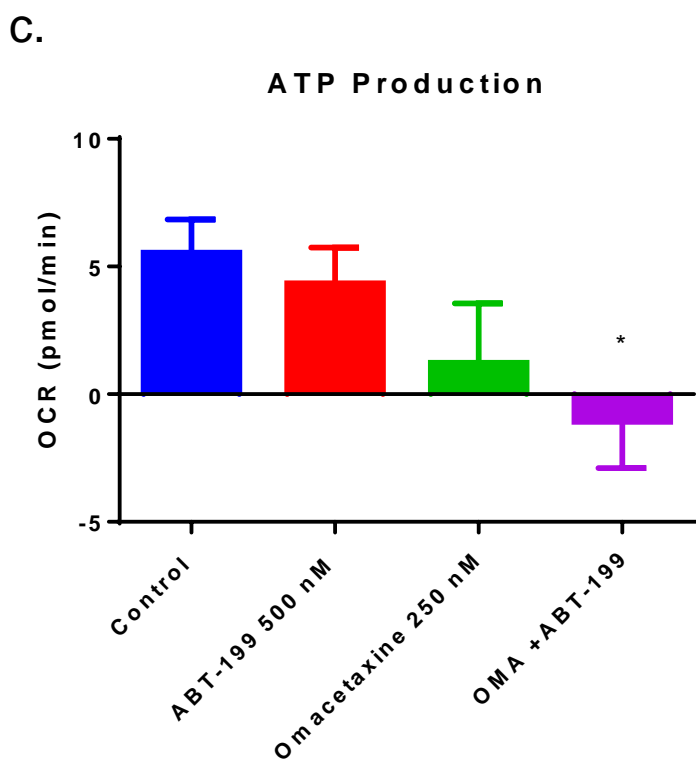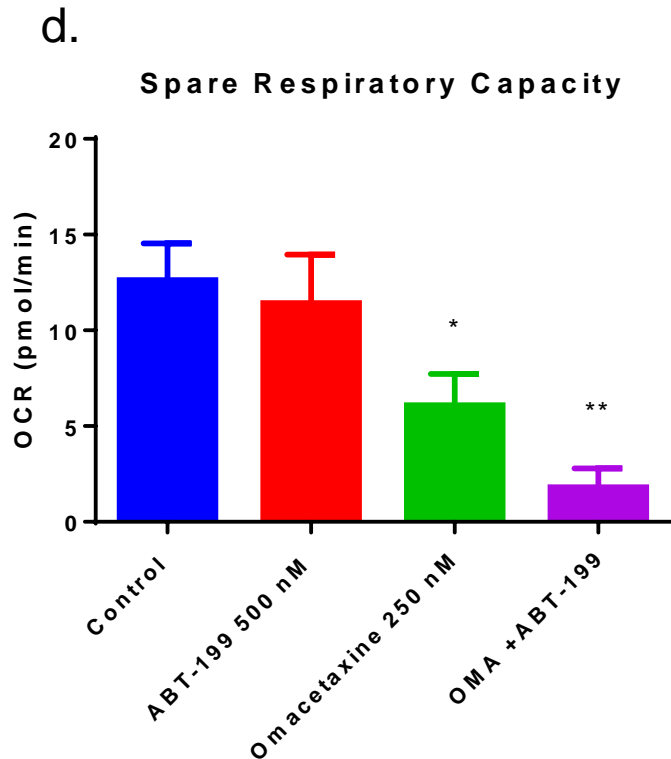

**Supplementary Figure 7. Effects of omacetaxine and ABT-199 on mitochondrial respiration in primary MDS blast cells.** MDS4 cells were sorted for blasts utilizing CD45+ and SSC and CD3-/CD19- and cultured in the presence of the following drugs for 4 hours and a mitochondrial flux assay was performed using the Agilent Seahorse XF96 instrument. The cells were dosed with ABT-199 500nM, omacetaxine (Oma) 250 nM, and omacetaxine 250 nM + ABT-199 500 nM. Omacetaxine in combination with ABT-199 causes significant decreases in OCR leading to a decrease in basal respiration (a), maximal respiration (b), ATP production (c), and spare respiratory capacity(d). \* p<.05 and \*\*<p.01 (t-test) error bars are s.d. n=5

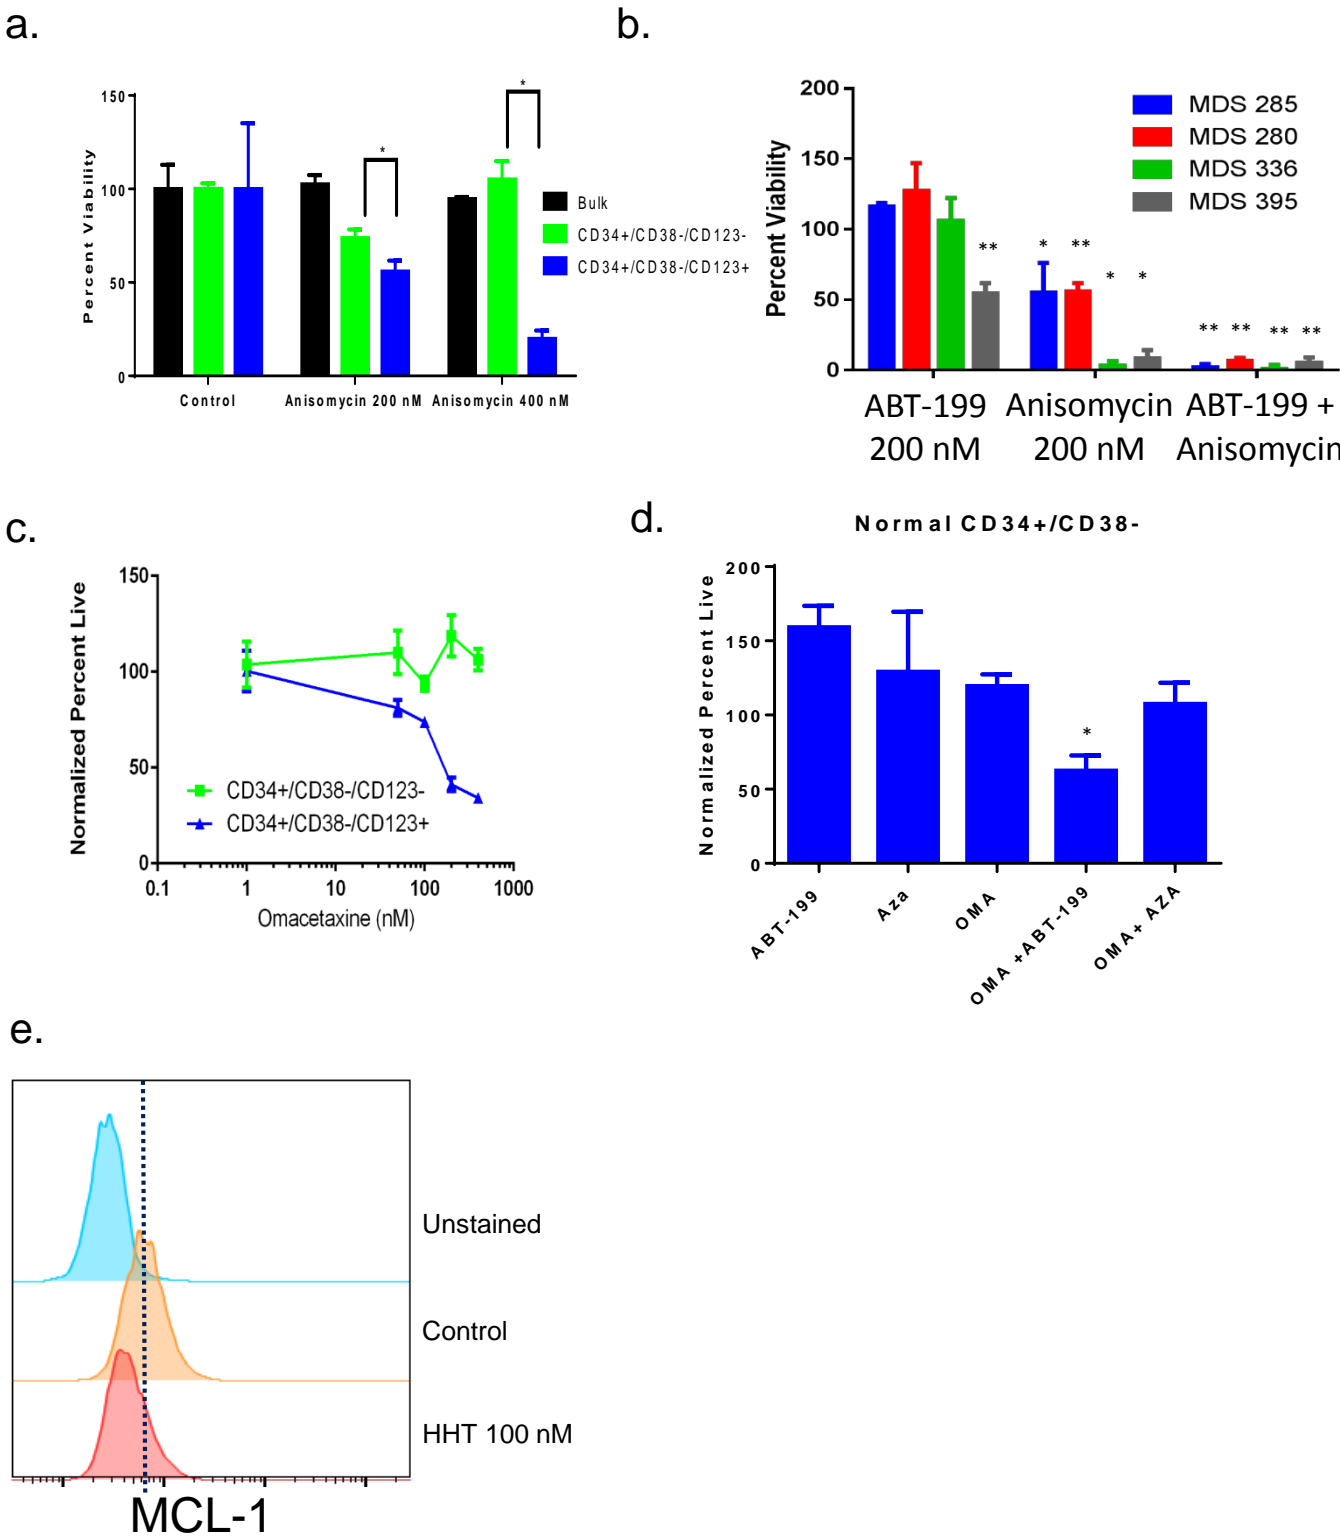

**Supplementary Figure 8. CD123+ cells are sensitive to protein translation inhibitors alone and in combination with ABT-199.** Patient bone marrow specimens were cultured in various concentrations of anisomycin and/or ABT-199 and stained for Lineage, CD34, CD38, and CD123. Graphs represent viability of each subpopulation (a) or CD123+ cells in the Lin-/CD34+/CD38- subpopulation of multiple patient samples (b). (c) CD123+ cells have increased sensitivity to Omacetaxine, a protein synthesis inhibitor, when compared with CD123- cells in the primitive compartment. (d) Normal primitive cells from mobilized peripheral blood (CD34+/CD38-) show little toxicity to single agent dosing and only moderate toxicity to the combination of Omacetaxine and ABT-199. (e) Homoharringtonine decreases MCL-1 expression at 100 nM in MDS-L cells after 4 hour incubation as measured by flow cytometry. \* $p < .05$ , \*\* $p < .01$  (t-test) error bars are s.d.  $n = 3$

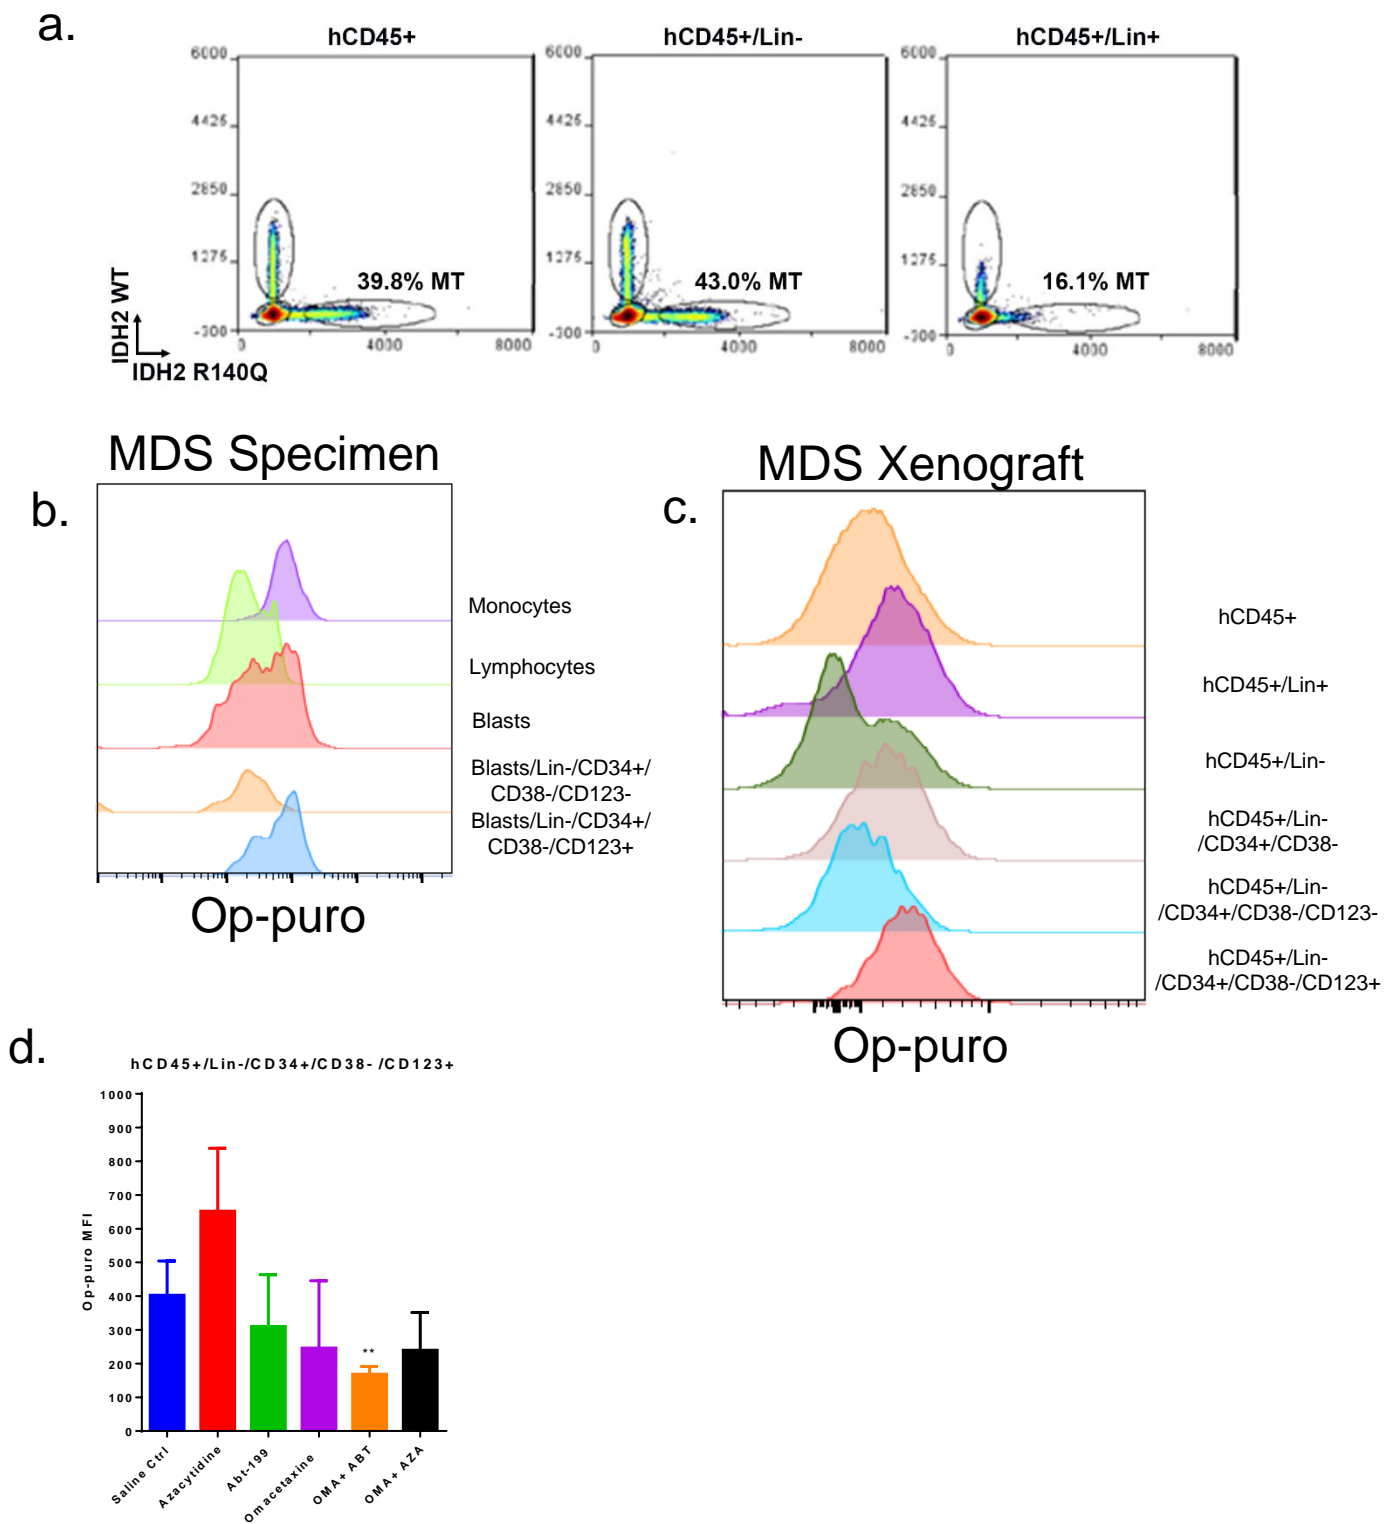

**Supplementary Figure 9. Characterization of Patient Xenografts** (a) Genetic phenotype of sorted human cells from NSG-S primary xenograft shows variant allelic frequencies are enriched in the lineage negative cells over the lineage positive cells.(b) Op-puro staining of subpopulation of primary xenograft subpopulations (c) OP-puro staining of bone marrow from MDS xenografts post in vivo treatment with indicated drugs. MFI shown for hCD45+/Lin-/CD34+/CD38-/CD123+ shows significant decreases in translation in the omacetaxine + ABT-199 group and trends of decreased translation in the omacetaxine and omacetaxine + azacitidine groups.(d) Normal cord blood xenografts treated with drug combinations of omacetaxine + azacitidine or omacetaxine + ABT-199 \*\*<p.01 (t-test) error bars are s.d.

a.

## Normal CB Xenograft

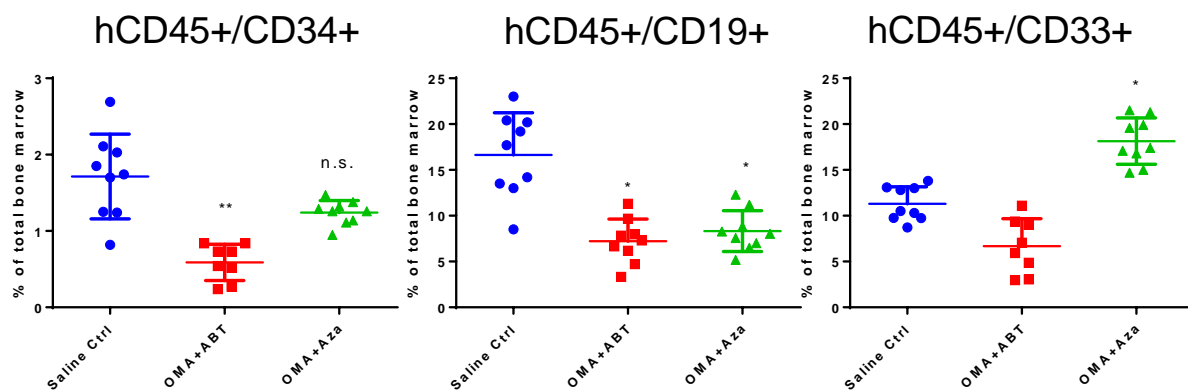

b.

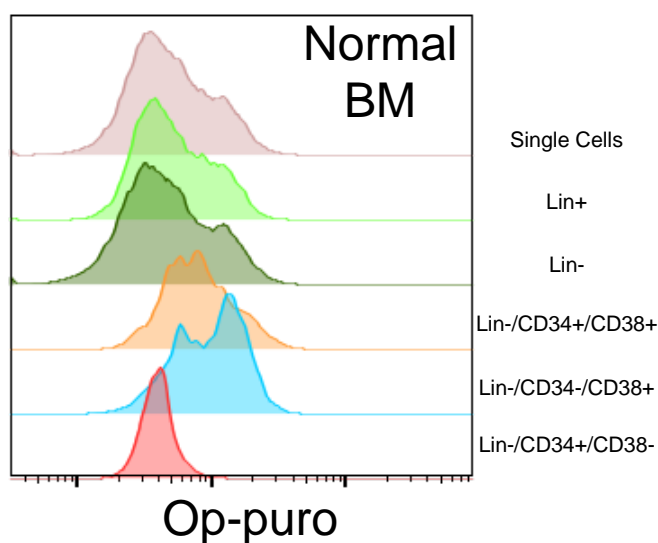

**Supplementary Figure 10. Characterization of normal cell xenografts and protein translation.** (a) Normal cord blood xenografts treated with drug combinations of omacetaxine + azacitidine or omacetaxine + ABT-199 and stained with markers of mature cells (CD19 & CD33) and stem and progenitors (CD34) (\*\* $p < 0.01$  \* $p < 0.05$  t-test) error bars are s.d.  $n=9$  in saline and OMA+AZA and  $n=8$  in OMA+ABT (b) Op-puro staining of subpopulations of normal human bone marrow showing different translation rates in different subpopulations of cells.

MDS 4

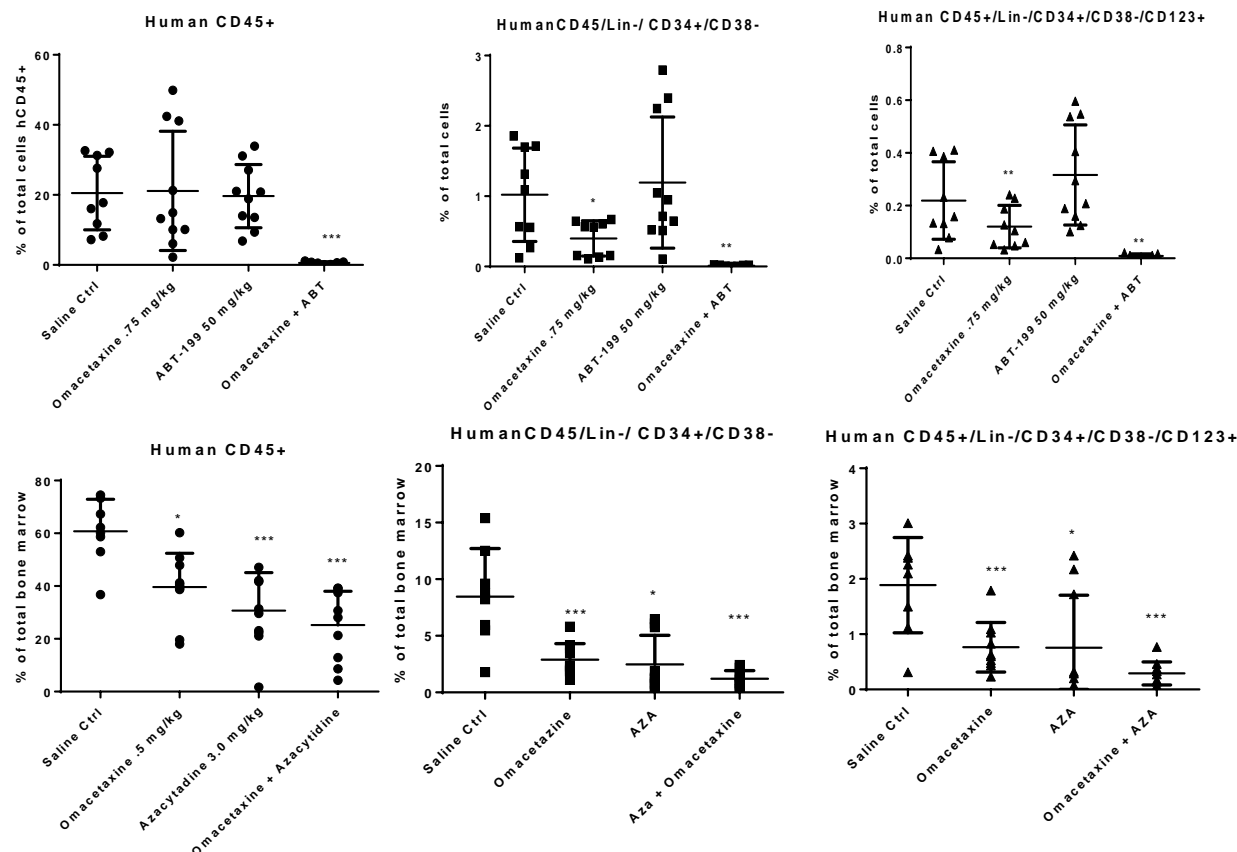

MDS 11

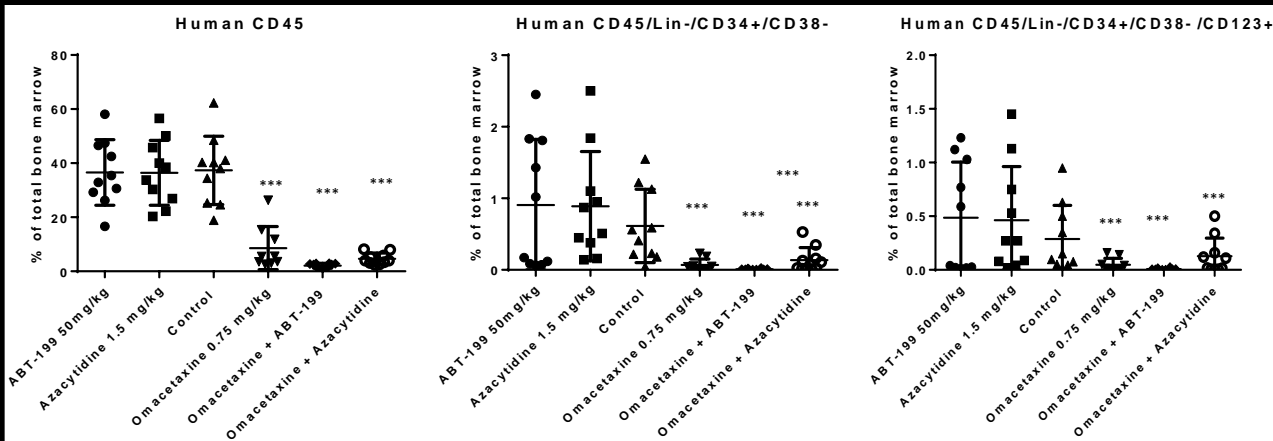

MDS 5

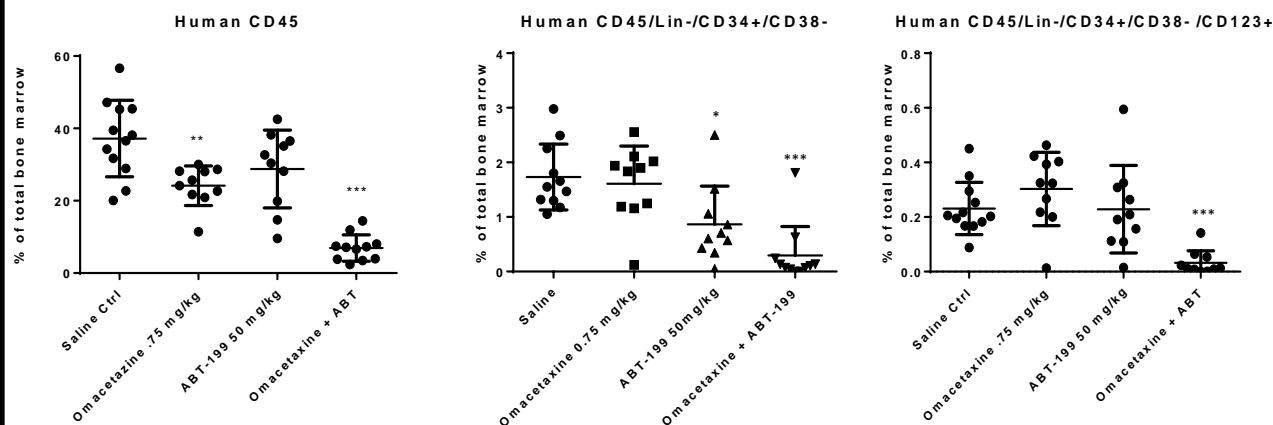

**Supplementary Figure 11. Raw percentages of total marrow for drug treated patient derived xenografts.** Values representing percentages of human CD45 of total marrow, human CD45/Lin-/CD34+/CD38- of total marrow, and hCD45+/Lin-/CD34+/CD38-/CD123+ of total marrow. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  (t-test) error bars are s.d.  $n = 7-12$  see main Figure

| Pathway                                    | ES   | NES  | NOM<br>p-val |
|--------------------------------------------|------|------|--------------|
| KEGG_RIBOSOME                              | 0.73 | 2.97 | 0.000        |
| KEGG_RIG_I_LIKE_RECEPTOR_SIGNALING_PATHWAY | 0.45 | 1.77 | 0.000        |
| KEGG_REGULATION_OF_AUTOPHAGY               | 0.52 | 1.77 | 0.002        |
| KEGG_SPLICEOSOME                           | 0.38 | 1.63 | 0.002        |
| KEGG_STEROID_BIOSYNTHESIS                  | 0.58 | 1.60 | 0.022        |
| KEGG_PRIMARY_BILE_ACID_BIOSYNTHESIS        | 0.56 | 1.53 | 0.039        |
| KEGG_OLFACTORY_TRANSDUCTION                | 0.30 | 1.49 | 0.000        |
| KEGG_CYTOSOLIC_DNA_SENSING_PATHWAY         | 0.40 | 1.48 | 0.022        |
| KEGG_PROTEIN_EXPORT                        | 0.48 | 1.44 | 0.046        |
| KEGG_TASTE_TRANSDUCTION                    | 0.37 | 1.35 | 0.055        |
| KEGG_LONG_TERM_POTENTIATION                | 0.34 | 1.31 | 0.081        |
| KEGG_ACUTE_MYELOID_LEUKEMIA                | 0.33 | 1.23 | 0.138        |

**Supplementary Table 1. Top 10 KEGG Pathways enriched in Lin-/CD34+/CD38-/CD123+.** Gene set enrichment (GSEA) was performed using RNA-seq data from sorted Lin-/CD34+/CD38-/CD123+ vs. Lin-/CD34+/CD38-/CD123- cells. The top 10 hits from this analysis are shown in the table with KEGG\_Ribosome being the most significant.

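Gene set enrichment analysis scores how strongly the members of a gene set gather at one end of a ranking of all genes. Here genes were ranked by signal to noise, and the normalized enrichment score divides the running-sum peak by its mean over random sets. Supplementary Table 1 gives nominal p-values, while those given here are adjusted over the lists tested. With lists written from general knowledge for the same functions, which share a subject but not a membership with the paper's sets, the RIG-I-like receptor list had a normalized enrichment score of 1.37 (adjusted p = 0.138), the protein export list 1.61 (adjusted p = 0.0399), the cholesterol synthesis list 1.10 (adjusted p = 0.465) and the autophagy list 0.54 (adjusted p = 0.999). Without patient 2 these scores were 0.78, 0.82, -0.78 and -1.48, none of which passed. Without patient 1 the RIG-I-like receptor list passed (1.71, adjusted p = 0.0200), the protein export list did not (1.49, adjusted p = 0.0969), and the other 2 scores were 0.57 and 1.07. Without patient 3 the autophagy score was 0.91. In camera, of 16 genes of RIG-I-like receptor signaling, which detects viral RNA, 11 were higher in CD123+ stem cells (median log2 fold change 0.11, adjusted p = 0.528). Of 15 genes of cholesterol synthesis 7 were higher (median 0.00, adjusted p = 0.528), and of 19 core autophagy genes 9 (median -0.01, adjusted p = 0.966). No member of these lists passed over all genes or when adjusted over the list alone.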

|    | GS DETAILS                                                     | NES   | NOM p-val |
|----|----------------------------------------------------------------|-------|-----------|
| 1  | <a href="#">KEGG SYSTEMIC LUPUS ERYTHEMATOSUS</a>              | -1.52 | 0.000     |
| 2  | <a href="#">KEGG DRUG METABOLISM OTHER ENZYMES</a>             | -1.52 | 0.005     |
| 3  | <a href="#">KEGG PARKINSONS DISEASE</a>                        | -1.47 | 0.012     |
| 4  | <a href="#">KEGG LYSOSOME</a>                                  | -1.44 | 0.029     |
| 5  | <a href="#">KEGG SPLICEOSOME</a>                               | -1.43 | 0.015     |
| 6  | <a href="#">KEGG AUTOIMMUNE THYROID DISEASE</a>                | -1.40 | 0.056     |
| 7  | <a href="#">KEGG PYRIMIDINE METABOLISM</a>                     | -1.38 | 0.039     |
| 8  | <a href="#">KEGG GLUTATHIONE METABOLISM</a>                    | -1.35 | 0.063     |
| 9  | <a href="#">KEGG ALLOGRAFT REJECTION</a>                       | -1.34 | 0.084     |
| 10 | <a href="#">KEGG HUNTINGTONS DISEASE</a>                       | -1.33 | 0.062     |
| 11 | <a href="#">KEGG VALINE LEUCINE AND ISOLEUCINE DEGRADATION</a> | -1.31 | 0.114     |
| 12 | <a href="#">KEGG TYPE I DIABETES MELLITUS</a>                  | -1.30 | 0.094     |
| 13 | <a href="#">KEGG ALZHEIMERS DISEASE</a>                        | -1.30 | 0.051     |
| 14 | <a href="#">KEGG VIRAL MYOCARDITIS</a>                         | -1.29 | 0.083     |
| 15 | <a href="#">KEGG OXIDATIVE PHOSPHORYLATION</a>                 | -1.29 | 0.101     |

**Supplementary Table 2. GSEA on homoharringtonine (HHT) treated CD123+.** GSEA analysis of MDS patient samples sorted for Lin-/CD34+/CD38-/CD123+ cells and treated with drug for 6 hours at 200 nM before RNA was isolated and used for RNA-seq studies. Pathway analysis shows decreases in KEGG Lysosome, KEGG Spliceosome, KEGG Glutathione Metabolism, and KEGG Oxidative Phosphorylation in the HHT treated samples (A).

**Supplementary Table 3. Patient Specimen Characteristics**

| Mass | Symbol | DVS Catalog # | Antigen             | Clone         | Reactivity | Used in SPADE clustering |
|------|--------|---------------|---------------------|---------------|------------|--------------------------|
| 142  | Nd     | 3142004A      | Caspase 3 (Cleaved) | D3E9          | Cross      |                          |
| 143  | Nd     | 3143001B      | Cd117               | 104D2         | Human      | *                        |
| 144  | Nd     | 3144001B      | CD11b (Mac-1)       | ICRF44        | Human      | *                        |
| 147  | Sm     | 3147006B      | CD7                 | CD7-6B7       | Human      | *                        |
| 148  | Nd     | 3148001B      | CD34                | 581           | Human      | *                        |
| 150  | Nd     | 3150005A      | pStat5 [Y694]       | 47            | Cross      |                          |
| 151  | Eu     | 3151001B      | CD123               | 6H6           | Human      | *                        |
| 152  | Sm     | 3152005A      | pAKT                | D9E           | Cross      |                          |
| 153  | Eu     | 3153008B      | TIM-3               | F38-2E2       | Human      | *                        |
| 154  | Sm     | 3154001B      | CD45                | HI30          | Human      | *                        |
| 156  | Gd     | 3156002A      | p-p38 [T180/Y182]   | D3F9          | Cross      |                          |
| 158  | Gd     | 3158001B      | CD33                | WM53          | Human      | *                        |
| 159  | Tb     | 3159007B      | CD90 (Thy-1)        | 5E10          | Human      | *                        |
| 163  | Dy     | 3163006A      | MCL-1               | Polyclonal    | Human      |                          |
| 164  | Dy     | 3164004A      | IκBa                | L35A5         | Cross      |                          |
| 166  | Er     | 3166006A      | pNF-κB p65 [S529]   | K10-895.12.50 |            |                          |
| 167  | Er     | 3167001B      | CD38                | HIT2          | Human      | *                        |
| 168  | Er     | 3168001B      | Ki-67               | Ki-67         | Human      |                          |
| 169  | Tm     | 3169011B      | CD19                | HIB19         | Human      | *                        |
| 170  | Er     | 3170001B      | CD3                 | UCHT1         | Human      | *                        |
| 174  | Yb     | 3174001B      | HLA-DR              | L243          | Human      | *                        |
| 176  | Yb     | 3176008B      | CD56 (NCAM)         | NCAM16.2      | Human      | *                        |
| 195  | Pt     |               | Cell ID Cisplatin   |               |            |                          |

**Supplementary Table 4. Mass cytometry panel.**

How the deposited data were processed for this re-analysis (not part of the article)

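RNA was measured in 9 libraries, from CD123+ stem cells, CD123- stem cells and bulk marrow of 3 patients with high-risk MDS. The authors deposited 1 table of FPKM values for these libraries, with a lower and an upper confidence bound for each value. The authors made the FPKM values from single-end reads trimmed with Trimmomatic 0.32 and aligned to hg19. The paper gives SHRiMP as the aligner and the submitters' labels give Bowtie2, and the program that computed FPKM and its annotation are not given in the sources used here. Of 25271 entries, 25116 were kept. The 155 left out were 28 whose gene names had been turned into dates, entries with a missing or repeated name, and genes linked to sex or able to show an inherited deletion, haplotype or receptor rearrangement. Gene positions came from GENCODE 44 lifted to GRCh37. No read counts or depths come with the values, so the depth per library is unknown and no counting interval was computed. The confidence bounds were used only to compare the libraries.

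Each comparison (CD123+ against CD123- cells, and each of these against bulk marrow) used its 6 libraries, 3 against 3. log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with an intensity trend, for genes with a mean of at least 1 FPKM. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and fold changes are on the log2(FPKM + 1) scale. The fit had no term for the patient. The paper states unpaired t tests between 2 groups unless a legend says otherwise, and no model for single genes of the RNA. That libraries of 1 patient belong together comes from the specimen numbers in the labels, and it was checked by correlating each gene's deviation from the mean of its population. The correlation between the CD123+ and CD123- libraries was 0.668, 0.751 and 0.808 in patients 1, 2 and 3, across 6800 genes that are not independent replicates. Spearman correlations of FPKM were 0.838, 0.900 and 0.950 within patients and between 0.645 and 0.690 across patients. A fit with the patient as a block was therefore an alternative. The standard errors of single genes come from the fit without it, so they include the spread between patients and can hide changes within patients. With the block the smallest adjusted p from limma between the stem cell populations was 0.789. 43 gene lists were written from general knowledge before the data were examined, as were the comparisons, the tests and the main alternatives. Lists with at least 5 measured members were tested with camera from limma at a preset correlation of 0.01, and again with an estimated correlation, with p-values adjusted over the lists tested in a comparison. The GSEA statistic ranked all genes with a value above 0 by signal to noise of FPKM, with a floor on the SD of 0.2 times the mean, and used fgsea 1.28.0 with 10000 random gene sets. The difference between mean list levels was tested with an exact two-sided permutation test over 10 splits of the 6 libraries. Lists were also compared, within a patient, with 10000 random lists drawn from 20 bins of expression. The bins followed the mean FPKM over the 6 libraries, and genes were drawn independently of each other, so the percentiles are descriptive only. Named genes were every gene the paper names from its RNA or its sort, for each comparison the 10 largest changes in each direction that passed and went the same way in 3 of 3 patients (filled, where fewer than 10 passed, with genes at an unadjusted p under 0.05), and of each list the 4 most abundant members and the 2 with the smallest p. Some of these genes are not reported here.

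The tests were tested on simulated data with the levels and spread of these libraries, but without their pairing by patient. With 50 genes changed at each size, log2 changes of 1, 2, 3 and 4 were recovered for 0, 14, 56 and 54% of genes between CD123+ and CD123- cells, 0, 22, 52 and 44% between CD123+ cells and bulk marrow and 0, 20, 34 and 66% between CD123- cells and bulk marrow, with 9, 2 and 2 false calls. At 0.5 and 0.25 times the spread, log2 changes of 1 were recovered for 32 and 70% of genes between CD123+ and CD123- cells. False calls were then 1 and 10. For lists the simulated spread was 0.25 times that of the libraries. A shift of 0.4 in the ribosomal protein list was then recovered in each comparison, and of the lists without a shift 0 of 33, 1 of 35 and 2 of 35 were called. With this smaller spread and genes simulated independently of each other, this shows neither the power of camera in these libraries nor how often it calls lists of correlated genes by chance. Alternatives were a pseudocount of 0.1 or 0.5, no minimum level or a mean of at least 5 FPKM, rescaling to equal FPKM sums, median-of-ratios scaling, quantile normalization, all 9 libraries in 1 fit, the patient as a block (alone, with all 9 libraries, and with median-of-ratios scaling), a threshold of 0.1 or an unadjusted p, each patient and each library left out, the ribosomal protein genes, the erythroid and heme genes or genes listed at 0 left out, and the GSEA statistic on other rankings. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Reads were not analysed here, and the gene sets of the paper's enrichment analysis were not used here.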

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

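The tests of explanations given here were chosen only after the results they bear on had been seen.

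Erythroid markers differed more between the stem cell populations than any other of the 37 lists tested, with a median log2 fold change of -1.89 and all 17 lower in CD123+ cells (camera adjusted p = 4.43e-18, 0.773 with an estimated correlation), a result singled out because the paper reports lower heme genes but does not discuss erythroid markers. RNA carried over from the whole marrow would bring markers of all its cells. In the CD123- library of patient 1, erythroid markers had a median log2 ratio of 0.83 to bulk marrow. Of these, 18 of 20 lay above it, counting markers at 1 FPKM or more in that patient's bulk marrow. The 37 markers of monocytes, granulocytes and T and NK cells had a median of -2.78. The difference of 3.61 (95% bootstrap interval over markers 2.72 to 4.29) argues against carry-over in that 1 pair of libraries. In patient 2, 0 of 20 lay above bulk marrow, *HBB* left out because it is listed at 0 there, and the difference was -1.03 (-2.01 to -0.10), an interval too wide to decide, so carry-over and erythroid cells in the sorted population cannot be told apart there. Erythroid cells among the sorted CD123- cells, which the lineage-negative, CD34+ and CD38- gate should remove, may also account for the heme and mitotic genes, since those lists lay at percentiles 0, 0.01 and 18.2 (heme) and 0, 0 and 83.1 (chromosome segregation) of random lists in patients 1, 2 and 3, apart from them only where erythroid markers fell, and *HBB* in the CD123- libraries was at 7539, 987 and 4.84 FPKM. That contrast rests on patient 3 alone, so anything else that sets patient 3 apart, such as a batch, would give the same pattern. *ALAS2* is also in both the heme and the erythroid list. The role of erythroid cells is thus a hypothesis found and tested on the same libraries. Erythroid priming of CD123- stem cells, a biological explanation, was not tested and stays open. Each percentile, and each bootstrap interval, rests on 1 pair of libraries and takes genes as independent. The estimated correlation was 0.36 within the heme and 0.32 within the chromosome segregation list, so the percentiles do not measure chance. Between CD123- cells and bulk marrow it was 0.83 within the erythroid and 0.88 within the granulocyte list. The intervals are therefore too narrow and do not measure the spread between libraries.

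Ribosomal protein genes were higher in CD123+ cells in patients 1 and 2 and lower in patient 3, and the difference between patients was not tested. Scaling between libraries is argued against, since under 3 other scalings the smallest median in patients 1 and 2 was 0.20 and the value nearest 0 in patient 3 was -0.16, and so is an exchange of CD123+ and CD123- libraries within a patient, since *IL3RA* was higher in the CD123+ library of 3 of 3 patients. Erythroid markers fell in patients 1 and 2 (medians -3.35 and -2.49) and lay at percentile 42.9 of random lists in patient 3 (median -0.08), so erythroid cells among the CD123- cells may account for the rise in patients 1 and 2 and cannot be told apart from a rise in the stem cells, as each patient with the rise also has the fall, but they do not account for the lower values of patient 3. The libraries of patient 3 had narrower confidence bounds (40.6% of the FPKM in CD123+ cells), a sign that they may have been measured apart, and since that group holds 1 patient, such a batch and a difference between patients cannot be told apart. A biological difference between the patients was not tested.

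The list of interferon alpha signaling reached a normalized enrichment score of 2.02 in CD123+ cells (adjusted p = 0.00101 over 10000 random gene sets). Its 14 interferon genes lie under 1 FPKM, and many of them are similar in sequence. Without these genes the score was 1.23 (adjusted p = 0.369, 12 members), so their values are a candidate explanation. The libraries of 1 patient are another: without patient 2 the score was 0.59, and without patients 1 and 3 it was 1.86 and 1.81. Neither excludes raised interferon signaling, whose stimulated genes were higher on average as a separate list.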

How the results depend on the processing

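The alternatives without the genes listed at 0, without the erythroid and heme genes, with the block and median-of-ratios scaling together, and without single patients or interferon genes for the enrichment scores were chosen after seeing the data, as were the tests on other splits. Depth is unknown, so no bound from counting can be given and genes near 0 are the least certain. For CD123+ against CD123- cells, 0 genes passed under every alternative except leave-one-out, which gave 0 to 3, and the unadjusted threshold, which gave 29. Of lists, 9 were called, 6 to 13 with a patient or library left out, 15 with no minimum level, 18 with the GSEA statistic over all genes and 0 with an estimated correlation (ribosome median 0.41, adjusted p = 0.773). For CD123+ cells against bulk marrow the count of 0 genes became 5 at a mean of at least 5 FPKM, 2 with all 9 libraries, 3 with the block and with the block and median-of-ratios scaling, 24 with the block over all 9 libraries, 241 unadjusted and 0 to 11 leave-one-out. Of 38 lists 17 were called, 12 to 18 leave-one-out and 0 with an estimated correlation. For CD123- cells against bulk marrow the count of 1 became 3 with a pseudocount of 0.1, 2 with all 9 libraries, 4 with the block, 12 with the block and median-of-ratios scaling, 43 with the block over all 9 libraries, 221 unadjusted and 0 to 13 leave-one-out. Of 38 lists 12 were called, 20 with no minimum level, 19 with the GSEA statistic, 0 with an estimated correlation and 10 to 22 leave-one-out (22 without the bulk marrow library of patient 3, 19 without patient 3 or the CD123- library of patient 2). Direction was read from the camera statistic. Between CD123+ and CD123- cells it reversed for the inflammation list without the CD123- library of patient 3 (median still positive at 0.082, leave-one-out range to 0.62) and for the uncalled myeloid progenitor list without the CD123+ library of patient 1 (-0.65, range to 0.64). Between CD123+ cells and bulk marrow it reversed for the small ribosomal subunit without patient 1 (median still positive at 0.10, range to 0.99) and for proliferation without patient 2 (0.21, range from -0.29). Between CD123- cells and bulk marrow the uncalled ribosomal list passed under quantile normalization (0.18), without patient 3 (0.21) and without the bulk marrow library of patient 3 (0.35, range from -0.32), as did the large (0.21 and 0.34, from -0.32) and small subunits (0.22 and 0.39, from -0.30) without the same patient or library. The interferon alpha list turned with no minimum level (0.015) and the IL-1 list at 5 FPKM (0.046), both with other members tested. Apart from these and from smaller groups left by leave-one-out, the cause was not tested. Of 1559 values of 71 named-gene results, 1533 kept their direction and side of the threshold, 22 came to pass and 4 no longer passed. Of 2662 list values 2452 kept theirs, 112 no longer passed, 85 came to pass and 13 reversed. In 46 and 194 of those counted as kept, the sign changed with neither value past the threshold. The patient as a block, besides these counts, called dendritic markers between the stem cell populations (adjusted p = 0.0323, 0.869 with an estimated correlation, under which the block called 0 lists), ended the call of the small ribosomal subunit for CD123+ cells (adjusted p = 0.0888) and of the IL-1 list for CD123- cells against bulk marrow (adjusted p = 0.0668), called *MIR650* and *S100A8* in CD123+ and *IGLL5* in CD123- cells, and changed no other call of a list or named gene. The 10 splits of 6 libraries are too few for a share under 0.05. The real splits called 0, 0 and 1 genes in the order of comparisons above, with 10, 8 and 17 as the highest other counts (0, 0 and 1 among those that part all 3 pairs of libraries). They called 9, 17 and 12 lists, with 10, 17 and 19 as the highest others (8, 12 and 14). In each comparison the split with the most genes kept both libraries of 2 patients together, though other splits of that kind called 0. Between the stem cell populations such splits had 323 to 1481 genes at an unadjusted p under 0.05, against 13 to 29 for those that part all 3 pairs, which points to a structure of the samples by patient.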

Differences from the paper's values

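The ranking on genes with a mean of at least 1 FPKM and the ranking by the limma statistic were set before the data were examined, while the scores without single patients were chosen after the values were seen. The lists compared here share a subject with the paper's gene sets but not their membership, and an enrichment score has no replicate SD, so scores were set side by side by their ratio. For the spliceosome the paper's enrichment score is 0.38, and it was 0.242 here. On genes with a mean of at least 1 FPKM it was 0.299, within 1.5 times the paper's value, and with the limma ranking 0.212, which was not. The paper's normalized score for this set is 1.63, against 1.01 here, 1.17 on genes with a mean of at least 1 FPKM, which comes within 1.5 times, and 0.91 with the limma ranking, which does not. Without single patients the enrichment score lay between -0.349 and 0.366 and the normalized score between -1.32 and 1.35, whose upper ends come within 1.5 times the paper's. For the regulation of autophagy the paper's normalized score is 1.77, against 0.54 here, 0.95 on genes with a mean of at least 1 FPKM and 0.62 with the limma ranking, none of which comes within 1.5 times. Without single patients it lay between -1.48 and 1.07. The other scores set beside the paper's were within 1.5 times the paper's in the signal-to-noise ranking of all genes. Those of ribosome, acute myeloid leukemia, chromosome segregation, heme, JAK and STAT3, and IL-1 sets were so in the 2 other rankings too. Without single patients the normalized score lay between -2.32 and -0.82 for chromosome segregation and 1.96 and 2.61 for the ribosome, whose ends nearer 0 were not within 1.5 times the paper's about -2.1 in Fig. 2e, read by eye, and the paper's 2.97. It lay between -2.298 and -1.59 for heme and 0.85 and 1.37 for acute myeloid leukemia. On genes with a mean of at least 1 FPKM the RIG-I-like receptor score was 1.16 against the paper's 1.77 and the interferon alpha score 0.69 against the paper's about 1.9 in Fig. 2d, read by eye, neither within 1.5 times. The steroid synthesis score, 1.60 in the paper and 1.10 here, turned to -1.01 on those genes and -0.68 with the limma ranking. Without patient 2 the RIG-I-like receptor, interferon alpha and steroid synthesis scores were 0.78, 0.59 and -0.78.

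The paper places *HOXA9*, *MN1* and *SMO* among the genes raised most in CD123+ cells. Each was higher in 3 of 3 patients. Of the labels of Fig. 2a, 48 of 48 in the red and 44 of 44 in the blue block went in the paper's direction. The paper chose these labels on the same libraries, so their direction is not independent evidence. Of them, 40 in the red and 44 in the blue block lay under 1 FPKM. By log2 fold change the ranks were 404 and 742 of 6759 genes for *HOXA9* and *MN1* and 5080 of 23622 for *SMO*. Ranks by the moderated statistic were 81, 128 and 187. The log2(FPKM + 1) scale understates changes at such low levels, most of all for *SMO*, so the ranks by fold change cannot decide on the paper's statement. With a pseudocount of 0.1 they were 207 for *HOXA9* and 467 for *MN1*. The paper reports JAK and STAT, IL-1, interferon alpha and protein export sets as enriched in CD123+ cells. camera called none of these lists (adjusted p = 0.391, 0.391, 0.558 and 0.0971). The GSEA statistic over all genes called all 4 (adjusted p = 0.00648, 0.0363, 0.00101 and 0.0399) but none of them without patient 2 (adjusted p between 0.276 and 0.976), and camera with no minimum level, also set before the data were examined, called the JAK and STAT (0.0193), interferon alpha (5.29e-04) and protein export lists (0.0459). The paper also reports spliceosome, acute myeloid leukemia, RIG-I-like receptor, steroid synthesis and autophagy sets as enriched. No list for these passed with camera or with the GSEA statistic over all genes (adjusted p between 0.138 and 0.999 for the latter). The paper's Supplementary Table 1 gives nominal p-values, 0.138 for its acute myeloid leukemia set, so the thresholds are unlike. The normalized score of the acute myeloid leukemia list was 1.30 here, against 1.23 in the paper. Without patient 1, a setting chosen after the values were seen, the RIG-I-like receptor list passed with the GSEA statistic (adjusted p = 0.0200). The paper describes ribosomal subunits as raised nearly throughout. On average 77 of 79 ribosomal protein genes were higher, as the paper states, with patient 3 the exception, where 79 of 79 were lower.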

Other observations

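The scores of the GSEA statistic without single patients, and the views of the basophil list without single libraries, were read after the results had been seen. Of 8 measured genes of a list of basophil, eosinophil and mast cell markers, 5 were higher and 3 lower on average in CD123+ than in CD123- stem cells. *PRG2*, the eosinophil granule major basic protein, was at 67.9, 85.3 and 0.180 FPKM in the CD123+ libraries of patients 1, 2 and 3 against 15.5, 10.5 and 0.120 in their CD123- libraries, *CLC*, galectin-10, at 67.6, 14.9 and 0 against 2.16, 0.957 and 0.157, and *HDC*, the enzyme that makes histamine, at 5.54, 6.58 and 0.00988 against 0.419, 0.412 and 0.00618. The erythroid and mast cell transcription factor *GATA1*, on the same list, went the other way, at 2.79, 2.38 and 0.0781 against 27.3, 3.80 and 0.0977. The list did not pass in camera (8 members, median 0.13, adjusted p = 0.322) and passed with the GSEA statistic over all genes (15 members, normalized enrichment score 1.904, adjusted p = 0.00442). In camera it also passed with no minimum level (adjusted p = 0.0315), without patient 3 (0.0206), without the CD123+ library of patient 3 (1.53e-05) and without the CD123- library of patient 1 or 2 (0.0331 and 0.0364). The score lost its call without patient 1 (-1.01, adjusted p = 0.650) and without patient 2 (1.38, adjusted p = 0.243). Dendritic cell markers were higher in CD123+ cells for 5 of 5 genes (median 0.29, adjusted p = 0.136, 0.0323 with the patient as a block and 0.869 with the block and an estimated correlation), and passed without the CD123+ library of patient 3 (0.92, adjusted p = 0.00417) and without the CD123- library of patient 1 (0.63, adjusted p = 0.00907). *FCER1A*, a chain of the IgE receptor, was at 15.5 ± 15.4 against 6.01 ± 5.08 FPKM and *SIGLEC6* at 1.57 ± 1.11 against 0.601 ± 0.286 FPKM (SD, n = 3). *CD33*, a myeloid surface receptor, was at 8.84 ± 7.11 against 3.07 ± 2.78 FPKM (SD, n = 3), higher in 3 of 3 patients.

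Metabolic genes differed little on average. Of 75 nuclear genes of the respiratory chain, 55 were higher in CD123+ cells (median 0.12, camera adjusted p = 0.558). In patients 1, 2 and 3, 42, 63 and 20 of them were higher (medians 0.06, 0.45 and -0.12). The paper drew its finding on energy metabolism in CD123+ cells from metabolites, not from these RNA libraries. The citric acid cycle list had a median of -0.07 (adjusted p = 0.283) and passed downward with the GSEA statistic (normalized enrichment score -1.64, adjusted p = 0.0363), but not without patient 1 or 2 (-0.94 and -1.56, adjusted p = 0.694 and 0.102). In camera it passed downward without the CD123+ library of patient 3 (-0.34, adjusted p = 0.00626) and without the CD123- library of patient 2 (-0.34, adjusted p = 0.00278). The glutathione list had a median of 0.19 (adjusted p = 0.528), with the peroxiredoxin *PRDX2*, abundant in red cells, at 66.1 ± 51.9 in CD123+ against 182 ± 115 FPKM in CD123- cells and the glutathione transferase *GSTP1* at 122 ± 23.3 against 84.4 ± 43.0 FPKM (SD, n = 3). The survival genes *MCL1* and *BCL2*, targets or neighbors of targets of drugs the paper tested on other samples, were at 13.0 ± 10.4 and 0.457 ± 0.478 FPKM in CD123+ against 9.52 ± 6.14 and 0.486 ± 0.456 FPKM in CD123- cells (SD, n = 3), and the BCL2 family list had a median of 0.17 (adjusted p = 0.921). *CD99*, a surface protein, was at 111 ± 162 and 107 ± 158 FPKM. Between the stem cell populations the other lists did not pass in camera either: stem cell markers 0.13 (adjusted p = 0.613), myeloid progenitor genes 0.24 (0.760), monocyte markers 0.35 (0.558), megakaryocyte markers -0.27 (0.324), cell cycle inhibitors and D cyclins 0.01 (0.832), immediate early genes 0.19 (0.688), surface proteins of the sort 0.12 (0.322) and housekeeping genes 0.20 (0.558). Several of these passed without 1 library or patient. Without the CD123- library of patient 1 the myeloid progenitor list passed upward (0.62, adjusted p = 0.0227), as did monocyte markers (1.32, adjusted p = 1.39e-04) and immediate early genes (0.72, adjusted p = 0.00591), and megakaryocyte markers passed downward (-0.58, adjusted p = 0.0264). Monocyte markers passed without patient 1 (0.69, adjusted p = 0.00894) and immediate early genes without the CD123+ library of patient 3 (0.87, adjusted p = 3.84e-05). Without the CD123+ library of patient 1 the surface proteins passed upward (0.65, adjusted p = 0.0377) and the myeloid progenitor list downward (-0.65, adjusted p = 0.00296). Granulocyte markers had too few members for camera and a normalized enrichment score of -2.11 (adjusted p = 0.00101), lower in CD123+ cells, a call lost without patient 1 (-0.77, adjusted p = 0.911). No gene of the respiratory chain encoded by mitochondrial DNA is in the table.

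Against bulk marrow, 17 of 38 lists were called for CD123+ cells, 5 higher and 12 lower, and 12 of 38 for CD123- cells, 2 higher and 10 lower. With an estimated correlation 0 were called for either population. The called lists not described beside the paper's sentences include heme synthesis, mitotic, interferon and inflammation lists, and for CD123+ cells each of these except heme synthesis lost its call without at least 1 library. For CD123- cells the interferon call was lost without the CD123- library of patient 1 (camera adjusted p = 0.0532) and without the bulk marrow library of patient 3 (0.128). Myeloid progenitor genes were lower by a median of -1.05 in CD123+ cells (adjusted p = 1.98e-05, 0.441 with an estimated correlation), a call lost without the bulk marrow library of patient 1 (0.15, adjusted p = 0.129), with -1.62, -0.65 and -0.34 without the CD123+ library of patients 1, 2 and 3. With the patient as a block, *IL3RA* had the smallest p of all genes between the stem cell populations, with an adjusted p from limma of 0.789.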
